# Histological, transcriptomic and in vitro analysis reveal an intrinsic activated state of myogenic precursors in hyperplasic muscle of trout

**DOI:** 10.1186/s12864-018-5248-y

**Published:** 2018-12-03

**Authors:** Sabrina Jagot, Nathalie Sabin, Aurélie Le Cam, Jérôme Bugeon, Pierre-Yves Rescan, Jean-Charles Gabillard

**Keywords:** Fish, Myoblast, Proliferation, Differentiation, Hyperplasia, Muscle stem cell

## Abstract

**Background:**

The dramatic increase in myotomal muscle mass in post-hatching fish is related to their ability to lastingly produce new muscle fibres, a process termed hyperplasia. The molecular and cellular mechanisms underlying fish muscle hyperplasia largely remain unknown. In this study, we aimed to characterize intrinsic properties of myogenic cells originating from hyperplasic fish muscle. For this purpose, we compared in situ proliferation, in vitro cell behavior and transcriptomic profile of myogenic precursors originating from hyperplasic muscle of juvenile trout (JT) and from non-hyperplasic muscle of fasted juvenile trout (FJT) and adult trout (AT).

**Results:**

For the first time, we showed that myogenic precursors proliferate in hyperplasic muscle from JT as shown by in vivo BrdU labeling. This proliferative rate was very low in AT and FJT muscle. Transcriptiomic analysis revealed that myogenic cells from FJT and AT displayed close expression profiles with only 64 differentially expressed genes (BH corrected p-val < 0.001). In contrast, 2623 differentially expressed genes were found between myogenic cells from JT and from both FJT and AT. Functional categories related to translation, mitochondrial activity, cell cycle, and myogenic differentiation were inferred from genes up regulated in JT compared to AT and FJT myogenic cells. Conversely, Notch signaling pathway, that signs cell quiescence, was inferred from genes down regulated in JT compared to FJT and AT. In line with our transcriptomic data, in vitro JT myogenic precursors displayed higher proliferation and differentiation capacities than FJT and AT myogenic precursors.

**Conclusions:**

The transcriptomic analysis and examination of cell behavior converge to support the view that myogenic cells extracted from hyperplastic muscle of juvenile trout are intrinsically more potent to form myofibres than myogenic cells extracted from non-hyperplasic muscle. The generation of gene expression profiles in myogenic cell extracted from muscle of juvenile trout may yield insights into the molecular and cellular mechanisms controlling hyperplasia and provides a useful list of potential molecular markers of hyperplasia.

## Background

Many fish teleosts have the extraordinary ability to growth throughout their life, and to continuously produce new muscle fibres (hyperplasia). The persistence of hyperplasic growth after juvenile stage was reported in large final size fish such as gilthead bream [1], carp [2], european sea bass [3] and rainbow trout [4, 5] and was found in a lesser extent in the small sized zebrafish [6]. Nevertheless, production of new muscle fibres in fish myotome decreases with age and eventually stops [7]. Such as muscle fibre input dynamics was notably observed in trout [4, 5]. Furthermore, it is well known that fasting stops growth [8] and an inhibition of in vitro proliferation of myogenic precursors in fasted rainbow trout has been observed [9].

Muscle hyperplasia requires muscle stem cells, also called satellite cells [10] which are localized between myofibre and basal lamina. Once activated during development, growth or after muscle injury, myogenic precursors proliferate and differentiate to eventually form nascent myofibres [11, 12]. Myogenic differentiation is associated with the expression of the myogenic regulatory factor MyoD [13]. Then, the expression of myogenin at the onset of the satellite cell differentiation triggers the expression of fusogenic and structural protein such as myomaker and myosin heavy chain [14, 15]. Satellite cells have been clearly identified in situ in muscle of carp [16] and zebrafish [17]. In vitro, myogenic precursors extracted from salmon, trout, sea bream, zebrafish, pacu, turbot and carp muscle proliferate and fuse into myotube [6, 9, 18–23]. Whether myogenic progenitors in fish hyperplasic muscle exhibit specific intrinsic physiological state predisposing them to produce new myofibres is unknown. To test this hypothesis, and investigate the biological processes involved, we extracted these cells from hyperplasic muscle of juveniles growing trout (JT), and non-hyperplasic muscle of fasted juvenile trout (FJT) and adult trout (AT), and compared their ability to proliferate in situ, as well as their transcriptome and their proliferation and differentiation capacities in culture.

The use of two non-hyperplasic muscle conditions allowed us to discard differentially expressed genes related to nutritional status, age, etc., and thus to focus on differentially expressed genes specific to non-hyperplasic muscle. Our results converge to support the view that myogenic cells extracted from hyperplasic muscle of juvenile trout are intrinsically more potent than myogenic cells extracted from non-hyperplasic muscle.

## Results

### Myogenic precursors proliferate in hyperplasic muscle during post-larval growth

In order to quantify the number of proliferative satellite cells in trout of 2 g, 500 g and fasted trout of 5 g, we developed immunofluorescence analysis to locate proliferative nuclei in satellite cell position, i.e. located under the basal lamina. For this purpose, we injected fish with BrdU and performed immunofluorescence analysis with an antibody against BrdU and laminin a major component of basal lamina. As shown in Fig. 1, the percentage of BrdU positive nuclei in juvenile trout was 7.2%, whereas this proportion dropped to 1.3% in larger trout (500 g) and 0.1% in 3-week fasted juvenile trout.

**Fig. 1:**
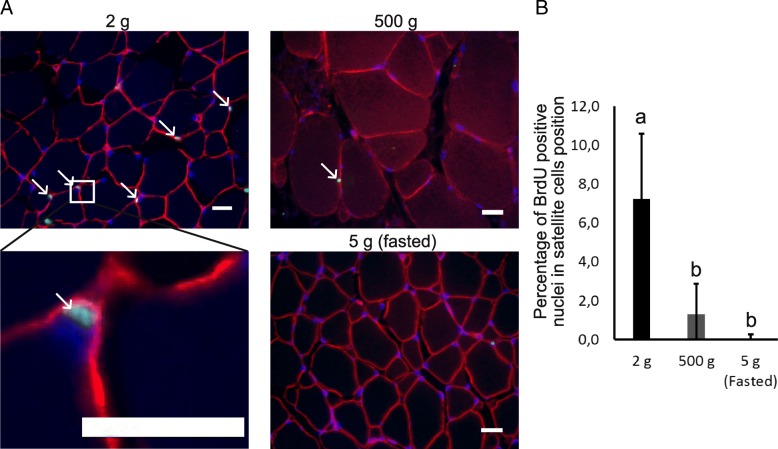
Quantification of satellite cells proliferation in hyperplasic and non-hyperplasic muscle of trout (**a**) Muscle cross sections stained with anti-laminin (red) and anti-BrdU (green) in trout of 2 g, 500 g and of 3-weeks fasted trout (5 g). Nuclei were counter-stained with DAPI (blue) (scale bar = 20 μm). **b** Quantification of BrdU positive nuclei (% ± SD) in satellite cells position, (under the basal lamina), in white muscle of trout weighing 2 g, 500 g and of 3-weeks fasted trout weighing 5 g. Different letters indicate a significant difference between means (Kruskal-Wallis and Dunn’s multiple comparisons test; *p*-value ≤0.05; *n* = 5)

### Myogenic precursors extracted from hyperplasic and non-hyperplasic trout muscles exhibit distinct transcriptome

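RNA from myogenic precursors was hybridized to 15 one-colour Agilent arrays, 5 for each condition. JT weighed 5 g, FJT weighed 5 g and had fasted for 3 to 4 weeks, and AT weighed 1500 to 2000 g. The cells had been plated at 80000 cells per cm2 and cultured for 24 h. The arrays lay on 2 slides, and each slide held arrays of JT, FJT and AT. Each array carried 61657 non-control spots for 61175 probes. Of these probes, 46255 had identifiers beginning GSONMT, which the files do not pair with gene names, and 6019 (9.84%) had a gene symbol in their design name, for 2995 distinct symbols. Values for named genes therefore come from the probes with a symbol. Between 66.4 and 81.8% of the spots of an array were well above background, and the 75th percentile of the signal was 8.47 to 17.1 times the background. The authors deposited the scanner's processed intensities and a matrix of their own scaled log2 values. Here the processed intensities were put on the log2 scale and each array was brought to a common 75th percentile. Every pair of conditions was then compared with limma over all probes, with Benjamini-Hochberg adjustment. A probe was counted as a DEG at an adjusted p under 0.001, if its mean log2 intensity was also at least 6 in 1 condition or more. The number of arrays limits the precision. In simulated data, 200 probes were changed by known sizes. A change of 1 on the log2 scale was called for 26.4% of the changed probes in JT vs FJT, 16% in JT vs AT and 3.6% in FJT vs AT. A change of 2 was called for 83.6%, 71.2% and 59.6% of them. With more changed probes the Benjamini-Hochberg adjustment is less strict, and 8024 probes were called in JT vs FJT. The simulated shares for the JT comparisons can thus lie below those in the real data.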

To better known the intrinsic molecular properties of myogenic precursors from hyperplasic muscle, we compared the transcriptome of myogenic precursors extracted from juvenile trout (JT) displaying hyperplasic muscle growth with that of myogenic precursors extracted from non-hyperplasic muscle resulting from fasted juvenile trout (FJT) and adult trout (AT). For this purpose, we first compared gene expression profiles between myogenic precursors from FJT and AT in order to identify genes whose differential expression would be specifically related to age or fasting. 

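Between FJT and AT, limma called 92 probes, of which 81 were higher in FJT and 11 were higher in AT. An unadjusted p under 0.05 was reached by 15869 probes. Of the alternatives tried, a threshold of 0.01 for the adjusted p moved this count most, to 1693. A single model of the 3 conditions called 1475. With 1 array left out in turn, the count stayed between 11, without FJT replicate 13, and 41, without AT replicate 7. Among the DEGs with a gene symbol, the 5 largest rises in FJT were those of NRXN3B, RTN4R, MBD5, NAB1B and POLR3E. The log2 intensity of NRXN3B was 8.49 ± 0.89 (SD, n = 5) in FJT and 3.01 ± 0.79 (SD, n = 5) in AT, where only 1 array was well above background. Its log2 fold change was 5.48 (standard error 0.47, adjusted p = 0.00044), with every FJT array above every AT array, but its size rests largely on background signal in AT. The log2 fold changes of the other four lay between 1.70 and 3.07, and a second probe of RTN4R differed in sign. ZNRF1 was the only DEG with a gene symbol that was higher in AT, by a log2 fold change of -1.86 for FJT vs AT (standard error 0.18, adjusted p = 0.00071) that held in all 5 arrays of each group. Most of these calls were lost when 1 array was left out.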

LIMMA statistical test [24] (BH corrected p-val < 0.001) showed that only 64 genes were differentially expressed between FJT and AT samples. These differentially expressed genes (DEGs) were subsequently discarded for further analysis. 

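Between JT and FJT, limma called 8024 probes, 3985 higher and 4039 lower in JT. Between JT and AT it called 6982, with 3833 higher and 3149 lower in JT. Without adjustment, 30080 and 28264 probes had a p under 0.05 in the respective comparisons. The 5 JT arrays shared a single label code, whereas the FJT arrays and the AT arrays each carried 2 codes. With the label code as a random block, the counts were 3496 for JT vs FJT and 4765 for JT vs AT. The numbers of DEGs also fell when a JT array was left out, most without JT replicate 4, to 5077 and 4255.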

Using two LIMMA statistical tests (BH corrected p-val < 0.001) a total of 3992 DEGs were identified between JT and FJT and 4253 DEGs between JT and AT. 

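A total of 4355 probes were called in both JT comparisons, 54.3% of the DEGs in JT vs FJT and 62.4% of those in JT vs AT. Of these, 8 changed in opposite directions and 10 were DEGs between FJT and AT, which left 4337 common DEGs. Both comparisons used the same JT arrays, so part of the overlap arises by construction. Across the 33358 probes that passed the expression filter, Pearson's correlation of the log2 fold changes was 0.802, against a mean of 0.258 and a highest value of 0.276 in 20 simulations without any difference between conditions. The same sign was seen for 80.6% of the probes, against a simulated mean of 60.1% and a highest value of 60.8%. Probes are not independent replicates, and no p was computed for these values. All 5 JT arrays lay above the 10 other arrays for 2431 of the 2436 common DEGs that were higher in JT, and below them for 1898 of the 1901 that were lower. The selection of common DEGs on the same arrays favours such a separation. JT replicate 4 had the largest leverage on the count, which was 2439 without it. With the label code as a random block it was 2246.

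**Figure D1:**
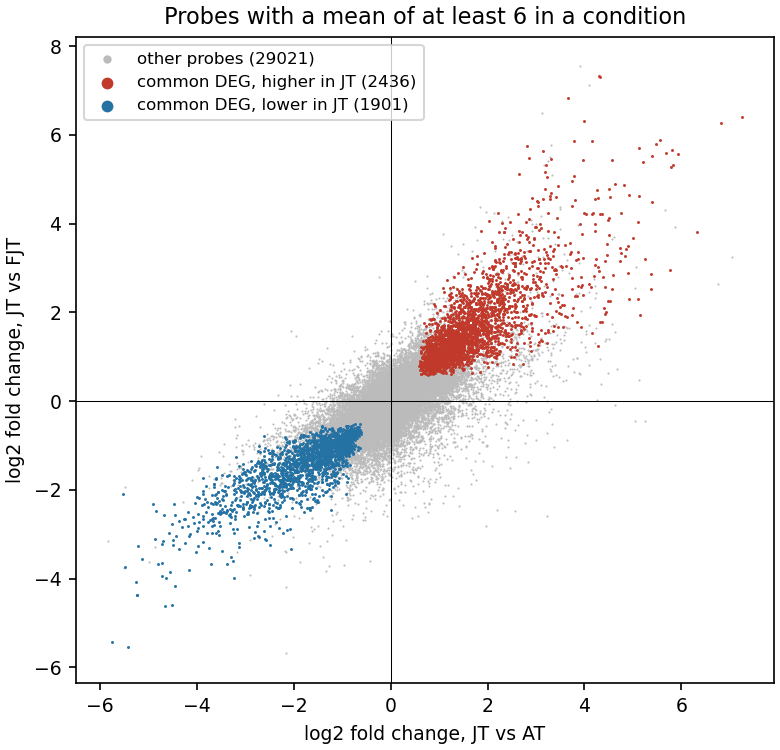
Log2 fold changes of JT vs AT (horizontal axis) and JT vs FJT (vertical axis), 1 point per probe, for the 33358 probes with a mean log2 intensity of at least 6 in a condition. Common DEGs lie in the upper right (higher in JT, 2436) and lower left (lower in JT, 1901), and grey points are the other probes.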

Then, we retained common genes found in this two differential analysis and found a total of 2623 differentially expressed genes between hyperplasic (JT) and non-hyperplasic muscle (FJT and AT). These differentially expressed genes were then hierarchically clustered. The unsupervised clustering, which is shown in Fig. 2, resulted in the formation of two major gene clusters. 

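Average-linkage clustering of the common DEGs by correlation, on values recomputed from the scanner files, also gave a first division into 2 groups of probes. One held the probes higher in JT and the other held the probes lower in JT, with no probe in the wrong group, for both centred and uncentred correlation. The selection of common DEGs favours this outcome, since each of them had to change in the same direction in both comparisons. The first division of the arrays set the 5 JT arrays apart from the 5 FJT and 5 AT arrays. The mean log2 intensity of the probes higher in JT was 9.84 ± 0.042 (SD, n = 5) in JT, with single arrays from 9.80 to 9.88. In FJT it ranged from 8.01 to 8.26, and in AT from 7.82 to 8.34. The probes lower in JT had means of 7.34 to 7.49 on the JT arrays, 8.66 to 8.98 on the FJT arrays and 8.99 to 9.46 on the AT arrays. The arrays were also compared over all probes that passed the expression filter, without selection of DEGs. Component 1 then carried 54.4% of the variance and component 2 carried 17.8%.

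**Figure D2:**
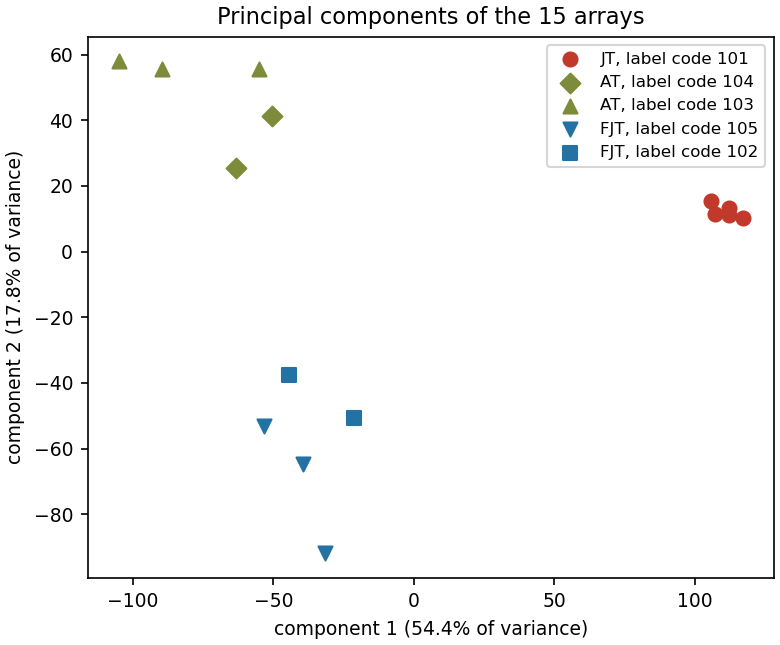
Scores of the 15 arrays on components 1 (54.4% of the variance) and 2 (17.8%) over the 33358 probes with a mean log2 intensity of at least 6 in a condition. Colour gives the condition and symbol gives the label code. The 5 JT arrays lie apart from the 10 others along component 1, and the FJT and AT arrays lie apart from each other along component 2.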

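The part of the common DEGs higher in JT was 56.2%. This share depended on the scaling between arrays. With the authors' scaled values, which moved the median log2 fold change of all probes by 0.129 in JT vs FJT and by 0.087 in JT vs AT, 2849 common DEGs were higher and 1271 lower in JT, a share of 69.2%. With the 75th percentile taken over probes well above background on all arrays, the share was 47.1%. Fold changes among the DEGs higher in JT had a median of 2.79 against FJT (1.51 to 159) and 2.86 against AT (1.50 to 153). For those lower in JT the medians were 2.47 (1.44 to 46.4) and 2.95 (1.53 to 53.9). Only 360 of the common DEGs (8.30%) had a gene symbol. Among these with all JT arrays apart from the others, the 5 largest rises in JT were those of TUBA1L2, TM7SF2, TPD52, CSPG5A and TBA. TUBA1L2 had a log2 intensity of 8.03 ± 0.22 (SD, n = 5) in JT and was not well above background on any FJT array. Its rise against FJT was at least 23.5-fold, taking for each FJT array the higher of the lowest signal among probes well above background and the probe's own signal. Against AT its log2 fold change was 4.57 (standard error 0.38, adjusted p = 1.5e-05), with 2 of the 5 AT arrays well above background. TPD52 was well above background on 1 FJT array and 3 AT arrays, so the size of its rise is uncertain. TBA rose by a log2 fold change of 4.12 against FJT (standard error 0.14, adjusted p = 7.3e-08) and 3.43 against AT (standard error 0.18, adjusted p = 1.6e-06). CSPG5A was not well above background in AT, and its rise there was at least 6.42-fold, while JT replicate 5, at 7.68, lay far above the next JT array, at 6.29. The largest falls were those of TAL1, DYSF, ISLR2, USP54A and CBX7A. DYSF fell from 11.29 ± 0.57 (SD, n = 5) in FJT and 12.26 ± 0.65 (SD, n = 5) in AT to 8.76 ± 0.13 (SD, n = 5) in JT, with adjusted p = 2.5e-05 and 9.9e-06. ISLR2 fell by 2.44 against FJT and 3.48 against AT on the log2 scale, but only 1 JT array was well above background, and the call against FJT was lost with 9 of the 10 arrays left out in turn. Larger changes were seen for probes whose identifiers the files do not pair with names. GSONMT00028496001 rose by log2 fold changes of 6.39 and 7.25 against FJT and AT, and GSONMT00043512001 changed by -4.37 and -5.24.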

The cluster 1 comprised 1865 genes up regulated in JT myogenic precursors and cluster 2 comprised 758 genes down regulated in JT myogenic precursors.

**Fig. 2:**
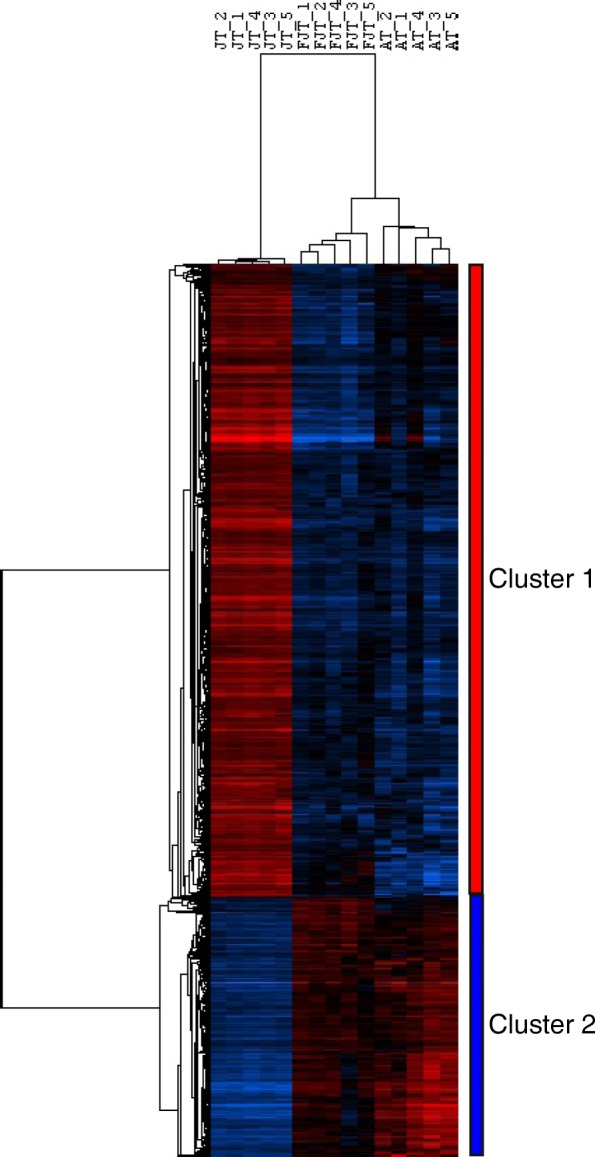
Hierarchical clustering of differentially expressed genes between JT myogenic precursors and FJT and AT myogenic precursors. Each row represents the expression pattern of a single gene and each column corresponds to a single sample: columns 1 to 5: JT myogenic precursors sampled; columns 6 to 10: FJT myogenic precursors sampled; and columns 11 to 15: AT myogenic precursors sampled. The expression levels are represented by colored tags, with red representing the highest levels of expression and blue representing the lowest levels of expression

### JT myogenic precursors exhibit transcriptomic signature of activated state cell

DAVID analysis of the 1206 eligible genes from cluster 1 revealed significant enrichment (Table 1) in genes involved in translation (*p* = 2.8E^− 26^), mitochondrial activity (*p* = 3,85E^− 11^) and oxidative phosphorylation (*p* = 7,31E^− 12^). 

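Functional categories were compared here as lists of gene symbols, tested against all symbols on the arrays with camera at a preset correlation between genes of 0.01. The 54 ribosomal protein symbols with a probe had a median log2 fold change of 0.30 in JT vs FJT (adjusted p = 0.0020 over all lists), with 38 higher in JT. In JT vs AT the median was 0.28 (adjusted p = 0.029), with 33 higher. Some of these symbols, such as RPS13 and RS13, may name the same gene. Of the 54 symbols, 5 were common DEGs, namely RPS13, RS10, RS16, RS20 and RS8. Quantile normalization moved the result most, to adjusted p values of 0.81 and 0.88. Oxidative phosphorylation, with 14 genes, had a median of 0.64 in JT vs FJT (adjusted p = 0.014) and 0.52 in JT vs AT (adjusted p = 0.0505), and 11 and 9 of its genes were higher in JT. Its common DEGs, chosen after their values were seen, were COX42, NDUB3, NDUB7 and NDUC2. COX42 rose by 2.57 against FJT and 2.81 against AT on the log2 scale, while COX41 was lower in JT by 2.63 against FJT. With fry, all 3 calls held and oxidative phosphorylation in JT vs AT was gained. With a correlation estimated from the arrays, none of the 3 held. The 19 translation factors had medians of 0.05 (adjusted p = 0.87) and 0.09 (adjusted p = 0.63), and the first changed sign under the 75th percentile over probes well above background. The 4 mitochondrial ribosomal proteins, 1 of them higher in JT in each comparison, had medians of -0.37 and -0.30 (adjusted p = 0.87 for both). The 7 proteasome genes had a median of 0.05 against FJT, which changed sign under the same scaling, and of -0.12 against AT, where the mean of the list was 0.16. The paper's category was narrower, the proteasome core complex. PSB4, the only common DEG of this list, was higher in JT by 0.97 against FJT and 0.82 against AT. PSME3, on the same list, changed by -0.90 against FJT (adjusted p = 0.00072). Among the translation factors, IF5A1 was the only common DEG, higher by 0.90 and 0.80. EI3JA on that list changed by -0.74 against AT (adjusted p = 0.00033). These genes were chosen after their values were seen. With the lists cut to genes well above background on all 15 arrays, chosen after the results were seen, the adjusted p of the ribosomal proteins was 0.0032 in JT vs FJT and 0.069 in JT vs AT, and the medians against FJT were -0.05 for translation factors and -0.12 for proteasome genes.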

Among other significant functional categories inferred from up regulated genes in JT myogenic precursors, we found the GO term mitotic cell cycle (*p* = 2.26E^− 20^). 

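Few cell cycle genes could be followed by name. A probe with a symbol beginning CDC was found for 8 genes, 1 of them higher in JT than in FJT and 3 higher than in AT. CDC45, 1 of these 3, was not well above background on any array. The 8 were chosen by symbol alone, so they need not be the genes that the paper counts or act in cell division. CDC42BPB, for example, encodes a kinase that binds CDC42. Among the 7 genes well above background on all 15 arrays, a selection made after the results were seen, 1 and 2 were higher in JT. The median log2 fold changes of all 8 were -0.34 (adjusted p = 0.63) and -0.16 (adjusted p = 0.87). None of the 8 was a common DEG, and CDC16 was higher by 0.74 against AT (adjusted p = 0.00050) and by 0.46 against FJT (adjusted p = 0.0038). Of 3 cyclin dependent kinases, only CDK16 was well above background on all 15 arrays, and it was a common DEG, with log2 fold changes of 0.89 (standard error 0.15, adjusted p = 0.00086) against FJT and 1.36 (standard error 0.19, adjusted p = 0.00031) against AT. The medians of this list were 0.24 and -0.02, and the second changed sign with quantile normalization and with the authors' values. Of 4 cyclins, CCND1 was higher in JT by 0.77 against AT (adjusted p = 0.00068) and by 0.34 against FJT (adjusted p = 0.022), whereas CCNT2 fell by 1.31 against FJT (adjusted p = 5.3e-05). The cyclin list had a median of 0.04 but a mean of -0.22 against FJT, where the median also changed sign under 2 of the scalings, and a median of -0.22 against AT. Of 3 chromosome segregation genes, only PTTG was well above background on all 15 arrays. Their medians were -0.09 and 0.26, and both changed sign under normexp background correction. CDC16, CDK16, CCND1, CCNT2 and PTTG were chosen after their values were seen.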

Genes belonging to this functional category included genes encoding cell division cycle (cdc) proteins (8), cyclin dependent kinases (6), cyclins (6), genes involved in chromosomes segregation (20) as shown in Fig. 3. Enrichment in genes involved in DNA metabolic process and replication such as minichromosome maintenance complex components, non-homologous end-joining factor1, DNA polymerases, DNA primases, DNA topoisomerases, replication proteins were also found. 

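The 11 replication symbols with a probe include CDC45 and CC45L, which may name the same gene. The list had median log2 fold changes of -0.27 against FJT and 0.07 against AT (adjusted p = 0.87 for both). Both medians changed sign under normexp background correction. Members went in both directions, with 3 higher in JT than in FJT and 6 higher than in AT. TOP2A, which encodes a DNA topoisomerase, had a log2 intensity of 13.17 in JT, 11.58 in FJT and 10.36 in AT. Its log2 fold changes were 1.58 (standard error 0.28, adjusted p = 0.0011) and 2.81 (standard error 0.42, adjusted p = 0.00043), so that only the second passed the threshold. FEN1 was higher in JT by 1.40 against AT (adjusted p = 4.2e-05) but by 0.10 against FJT (adjusted p = 0.62). Both genes were chosen after their values were seen, and 3 of the 11 symbols were well above background on at most 1 array.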

Cluster 1 also included many genes encoding epigenetic transcriptional regulators. Among them were Swi/Snf chromatin enzymes and several DNA (cytosine-5-)-methyltransferases. 

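Of 9 symbols of Swi/Snf complexes with a probe, 6 were higher in JT in each comparison, with medians of 0.52 and 0.22 (adjusted p = 0.53 for both by camera). DPF3 and SNF5 were not well above background on any array. SNF5 is also a name for SMARCB1, so the list may count this gene under both names. Among the 7 genes well above background on all 15 arrays, a selection made after the results were seen, 4 were higher in JT in each comparison, with medians of 0.09 and 0.02 (adjusted p = 0.54 for both). The second median of the 9 symbols changed sign under normexp background correction. SMARCB1 and SMARCA2 were common DEGs. SMARCB1 rose by log2 fold changes of 1.69 (standard error 0.14, adjusted p = 1.0e-05) against FJT and 2.70 (standard error 0.24, adjusted p = 2.0e-05) against AT, and SMARCA2 by 0.72 (standard error 0.10, adjusted p = 0.00020) and 1.25 (standard error 0.14, adjusted p = 7.1e-05). Both were singled out after their values were seen. Among DNA (cytosine-5-)-methyltransferases only DNM3A, taken as dnmt3ab, had a probe with a symbol. Its log2 intensity was 8.72 ± 0.14 in JT, 7.58 ± 0.12 in FJT and 7.01 ± 0.32 in AT (SD, n = 5 each). The log2 fold changes were 1.14 (adjusted p = 2.3e-05) against FJT and 1.71 (adjusted p = 3.0e-05) against AT, every JT array lay above the 10 others, and the call held under every alternative tried.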

We found also many genes encoding extracellular components including collagens (14 genes), laminin subunits (3 genes) and entactin as well as genes contributing to the formation of the myofibrils (i.e, 8 genes encoding myosins, 5 genes encoding troponins, 2 genes encoding capping protein muscle Z-line and 3 genes encoding tropomyosins). 

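Of the genes encoding extracellular components, 4 collagens and 3 laminins had a probe with a symbol, and no entactin gene was found by name. COL1A1 was the only collagen well above background on all arrays and rose by 0.54 against FJT (adjusted p = 0.048) and by 0.53 against AT (adjusted p = 0.44). The collagen medians were -0.61 and 0.24, and the laminin medians 0.11 and 0.19 (adjusted p of at least 0.87 for all). Normexp background correction changed the sign of both collagen medians and of the laminin median against AT. With 1 array left out in turn, the laminin median against FJT ranged from -0.23 to 0.48. LAMC1, the only laminin well above background on all arrays, was higher in JT by 0.72 against FJT (adjusted p = 0.0018). Myosins were listed by symbol, which takes in myosins outside the myofibrils, such as MYH10, MYH14 and MYO6B. The list therefore need not hold the myosins of the myofibrils that the paper counts. Among 8 myosins, 6 were higher in JT than in FJT and 4 higher than in AT, with medians of 0.15 (adjusted p = 0.58) and 0.06 (adjusted p = 0.87). The second changed sign under normexp background correction and under the 75th percentile over probes well above background. Among the 4 myosins well above background on all 15 arrays, a selection made after the results were seen, 4 were higher in JT than in FJT and 2 higher than in AT, with medians of 0.33 (adjusted p = 0.30) and 0.05 (adjusted p = 0.81). MYH10, a nonmuscle myosin heavy chain, was the only common DEG of these lists, with log2 fold changes of 2.10 (standard error 0.20, adjusted p = 2.9e-05) and 1.91 (standard error 0.24, adjusted p = 0.00016). The 3 tropomyosins had medians of 0.22 and 0.23 (adjusted p = 0.87 for both), and TPM3 was not well above background on any array. For troponins and for capping proteins of the Z-line, 1 gene each had a probe with a symbol, and no list was tested. COL1A1, LAMC1 and MYH10 were chosen after their values were seen.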

At last, besides the large number of myofibrillary proteins, we found many genes involved in myoblast differentiation and fusion such as *six1b*, *six4b*, *mef2d*, *myogenin*, *tmem8c* (*myomaker*), *muscle creatine kinase, caveolin 3, Dock5* (Fig. 4). 

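Values are given for CKM2 (taken as muscle creatine kinase), CAV3 and DOCK5, each on a probe with a symbol. CKM2 had a log2 intensity of 14.29 ± 0.28 in JT, 11.54 ± 0.55 in FJT and 10.09 ± 2.66 in AT (SD, n = 5 each). It rose by 2.75 against FJT (standard error 0.25, adjusted p = 2.1e-05) and by 4.20 against AT (standard error 1.05, adjusted p = 0.0094), and every JT array lay above every other array. The call against FJT was lost in 1 model of the 3 conditions and with the label code as a random block, and the latter moved it most, to an adjusted p of 0.11. CAV3 fell by 1.61 against FJT (standard error 0.14, adjusted p = 1.3e-05), with all JT arrays below all FJT arrays, and its log2 fold change against AT was 0.15 (standard error 0.22, adjusted p = 0.64). A second CAV3 probe fell by 1.2 against FJT. DOCK5 changed by -0.28 against FJT (adjusted p = 0.047) and 0.03 against AT (adjusted p = 0.92) on its brightest probe. Its probes differed in direction, since another rose by 1.21 (adjusted p = 2.1e-05) and 1.60 (adjusted p = 0.00013).

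**Figure D3:**
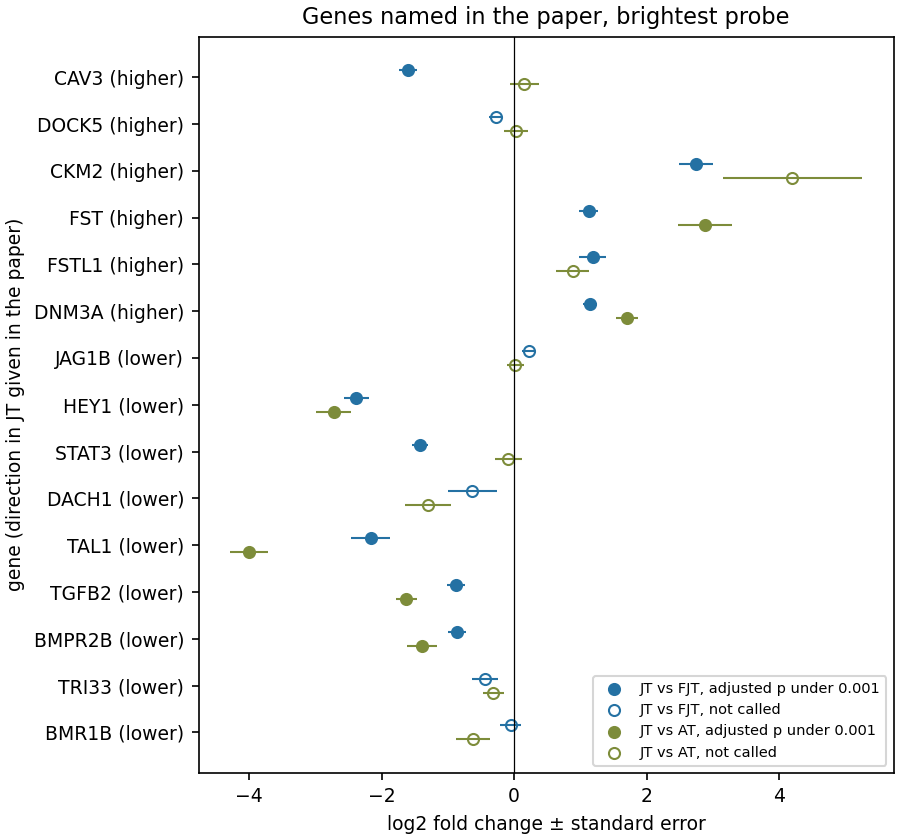
Log2 fold change ± standard error (n = 5 arrays per condition) of JT vs FJT and JT vs AT for 15 genes that the paper names, each on its brightest probe. Filled symbols have an adjusted p under 0.001 from limma. Values right of 0 are higher in JT. The paper places the upper 6 genes among those higher in JT and the lower 9 among those lower in JT.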

Overall, cluster 1 showed enrichment in genes involved in protein synthesis, cell division and myogenic differentiation.

**Table 1:** Functional categories inferred from up regulated genes in JT myogenic precursors

		Number of genes	*p*-value	p.adj (Benjamini)
GO terms Biological Process				
GO:0006412	translation	84	2,82E-26	8.17E-23
GO:0006119	oxidative phosphorylation	30	7,31E-12	6.63E-9
GO:0042775	mitochondrial ATP synthesis coupled electron transport	22	3,85E-11	6.56E-9
GO:0000278	mitotic cell cycle	80	2,26E-20	2.18E-17
GO:0000280	nuclear division	51	2,38E-14	1.15E-11
GO:0048285	organelle fission	52	3,10E-14	1.28E-11
GO:0007059	chromosome segregation	20	1,65E-06	1.64E-4
GO:0006260	DNA replication	30	3,83E-05	2.92E-3
GO:0006259	DNA metabolic process	61	2,01E-05	1.67E-3
GO terms Cellular Component				
GO:0005840	ribosome	72	1,61E-29	4.51E-27
GO:0030529	ribonucleoprotein complex	102	1,59E-21	1.49E-19
GO:0005739	mitochondrion	211	1,77E-44	9.93E-42
GO:0070469	respiratory chain	29	6,83E-14	2.39E-12
GO:0005839	proteasome core complex	10	3,84E-06	6.74E-5
GO:0000776	kinetochore	16	3,10E-04	4.04E-3
GO:0030017	sarcomere	13	4,64E-02	0.31

Table of the most significant Gene Ontology terms in Biological Process and Cellular Component that were found following functional enrichment analysis (DAVID Software 6.7) among genes up regulated in JT myogenic precursors

**Fig. 3:**
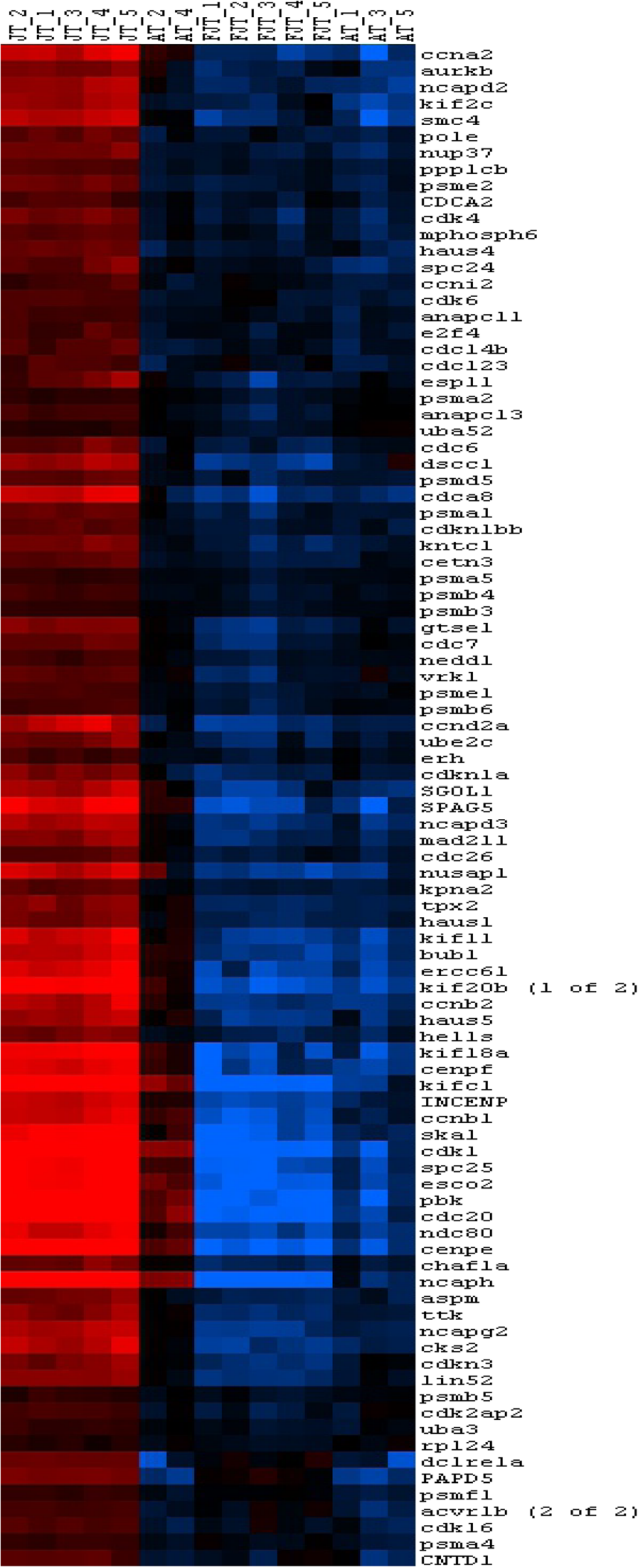
Hierarchical clustering of differentially expressed cell cycle genes between JT myogenic precursors and FJT and AT myogenic precursors. Each row represents the expression pattern of a single gene and each column corresponds to a single sample: columns 1 to 5: JT myogenic precursors sampled; columns 6 to 10: FJT myogenic precursors sampled; and columns 11 to 15: AT myogenic precursors sampled. The expression levels are represented by colored tags, with red representing the highest levels of expression and blue representing the lowest levels of expression

**Fig. 4:**
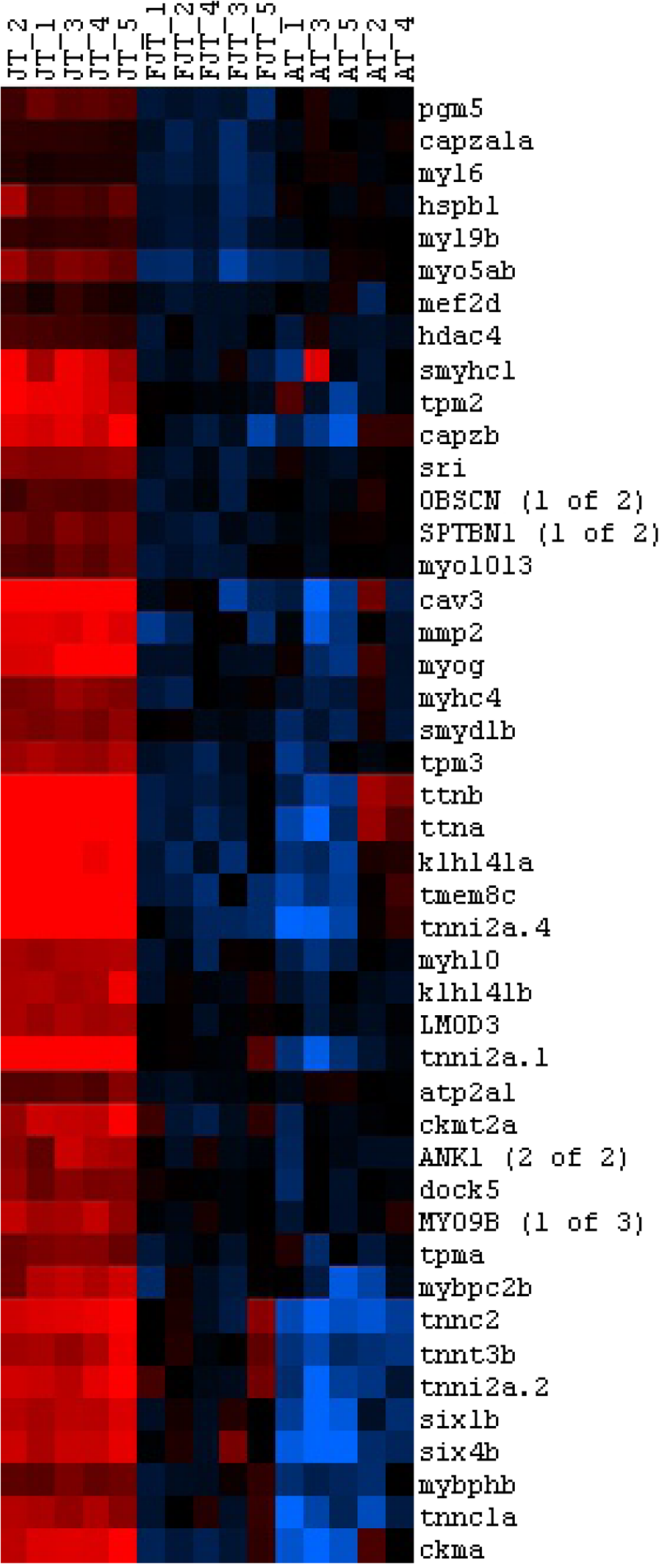
Hierarchical clustering of differentially expressed myogenic genes between JT myogenic precursors and FJT and AT myogenic precursors. Each row represents the expression pattern of a single gene and each column corresponds to a single sample: columns 1 to 5: JT myogenic precursors sampled; columns 6 to 10: FJT myogenic precursors sampled; and columns 11 to 15: AT myogenic precursors sampled. The expression levels are represented by colored tags, with red representing the highest levels of expression and blue representing the lowest levels of expression

### Genes associated with the quiescent state are down regulated in JT myogenic precursors

Cluster 2 comprised genes that were down regulated in JT myogenic precursors compared to both FJT and AT myogenic precursors. In this cluster, we identified genes of the Notch pathway, suggesting a repression of quiescent state. Associated with this quiescency state pathway we found *jagged1b*, *jagged2b*, *dll4*, *dlc*, *notch1a*, *notch1b*, *notchl*, *her6* and *hey1* among genes contained in cluster 2. 

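Of the Notch pathway genes named, jagged1b and hey1 had a probe with a symbol. HEY1 had a log2 intensity of 12.65 ± 0.23 in JT, 15.03 ± 0.38 in FJT and 15.37 ± 0.60 in AT (SD, n = 5 each). It fell by 2.38 against FJT (standard error 0.19, adjusted p = 9.2e-06) and by 2.72 against AT (standard error 0.27, adjusted p = 3.4e-05), with all JT arrays below the 10 others. JAG1B was bright in all conditions and changed by 0.22 against FJT (adjusted p = 0.12) and by 0.02 against AT (adjusted p = 0.93) on its brightest probe, while a dimmer probe fell by 0.78 (adjusted p = 0.00021) and 0.93 (adjusted p = 0.00030). The second value of the brightest probe changed sign under the 75th percentile over probes well above background. A wider list of 7 Notch pathway genes had medians of -0.01 and -0.07 (adjusted p = 0.98 and 0.87). One of them, HES6, was not well above background on any array, and the medians of the 6 others, a selection made after the results were seen, were -0.02 and -0.03. The medians of the 7 genes changed sign with quantile normalization and with the authors' values, and the mean of the list was -0.24 against FJT although the test pointed upwards. ADAM10A, on this list and chosen after its values were seen, was higher in JT by 0.97 against FJT (adjusted p = 0.0011) and 1.12 against AT (adjusted p = 3.1e-05).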

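Of hexim1b, stat3 and Dach1, only the latter pair had a probe with a symbol. STAT3 had a log2 intensity of 7.40 ± 0.11 in JT, 8.82 ± 0.19 in FJT and 7.48 ± 0.44 in AT (SD, n = 5 each). It fell by 1.42 in JT vs FJT (standard error 0.12, adjusted p = 9.9e-06), with all JT arrays below all FJT arrays. In JT vs AT the change was -0.08 (standard error 0.20, adjusted p = 0.78), which turned to 0.0028 with the authors' values. DACH1 was dim, with 1 JT, 2 FJT and 4 AT arrays well above background. Its changes were -0.63 against FJT (adjusted p = 0.21) and -1.30 against AT (adjusted p = 0.013), and the second passed the threshold only without JT replicate 1.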

We detected some genes which play repression roles in proliferation as *hexim1b* [25], *stat3* [26], and *Dach1* also known to inhibit Six protein activity [27]. Among the down regulated genes in JT myogenic precursors, we distinguished genes which plays repression roles in myogenic differentiation as *ddit3* [28], *trim33* [29], *bhlhe40* [30], *tal1* [31]. Moreover, a marker of quiescent satellite cells [32], *nestin* was down regulation in JT myogenic precursors. 

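Of these repressors, tal1 and trim33 had a probe with a symbol. TAL1 had a log2 intensity of 7.99 ± 0.48 in AT, 6.16 ± 0.52 in FJT and 3.99 ± 0.49 in JT (SD, n = 5 each), and 2 of the 5 JT arrays were well above background. It fell by 2.17 against FJT (standard error 0.29, adjusted p = 0.00022) and by 4.00 against AT (standard error 0.28, adjusted p = 6.4e-06), with all JT arrays below the 10 others. With the label code as a random block, the adjusted p against FJT was 0.0011. The probe for trim33, TRI33, had mean log2 intensities under 6 in all conditions. Its log2 fold changes were -0.44 against FJT (adjusted p = 0.097) and -0.32 against AT (adjusted p = 0.14), and FJT replicate 12, at 6.46, lay above the next FJT array, at 5.75.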

We also observed a global repression of the TGFβ pathway in JT myogenic precursors. Indeed, 7 genes involved in TGFβ pathway were down regulated in JT myogenic precursors (*tgfb2*, *tgfbr1*, *bmpr2b*, *bmpr1bb*, *smad3b*, *smad6a* and *acvrrl1*) whereas 5 inhibitors of TGFβ pathway were up regulated in JT myogenic precursors (*Bmp7a*, *gremlin2*, *dcn*, *fstl1b* and *fsta*). 

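Of the pathway genes named, TGFB2, BMPR2B and BMR1B (taken as bmpr1bb) had a probe with a symbol. TGFB2 had a log2 intensity of 8.04 ± 0.18 in JT, 8.92 ± 0.19 in FJT and 9.67 ± 0.29 in AT (SD, n = 5 each). It fell by 0.88 against FJT (standard error 0.13, adjusted p = 0.00038) and by 1.63 against AT (standard error 0.16, adjusted p = 3.8e-05). BMPR2B fell by 0.87 (standard error 0.14, adjusted p = 0.00059) and 1.39 (standard error 0.23, adjusted p = 0.00088). For both genes all JT arrays lay below the 10 others. The call of TGFB2 against FJT was lost with the label code as a random block and with any 1 of 5 arrays left out, and both calls of BMPR2B with the authors' values, the slide as a block, the label code as a random block, the median over its probes and most arrays left out. BMR1B changed by -0.05 against FJT (adjusted p = 0.82) and by -0.62 against AT (adjusted p = 0.084). A list of 7 receptors, ligands and Smads of the pathway had medians of -0.53 and -0.62, with all 7 lower in JT in both comparisons (adjusted p = 0.24 and 0.081 by camera). Both medians stayed below 0 under every alternative tried, although BMR1B against FJT was higher in JT by 0.077 with the authors' values. With fry the adjusted p of this list was 2.3e-05 in both comparisons. ACV1B, 1 of the 7, was well above background on only 1 array, so its sign is uncertain. The 6 others, a selection made after the results were seen, were all lower in JT. Their medians were -0.59 and -0.71 (adjusted p = 0.19 and 0.069 by camera).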

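The inhibitors of the TGFβ pathway include FST and FSTL1 (taken as fsta and fstl1b), each with 1 probe with a symbol. FST rose by 1.13 against FJT (standard error 0.14, adjusted p = 0.00016) and by 2.89 against AT (standard error 0.41, adjusted p = 0.00032), where 3 of 5 arrays were well above background, with all JT arrays above the 10 others. The call against FJT was lost in 1 model of the 3 conditions and with the label code as a random block, and that against AT when any 1 JT array was left out. FSTL1 rose by 1.19 (adjusted p = 0.00095) and 0.88 (adjusted p = 0.018), with mean log2 intensities under 6 in all conditions. From the lower expression of genes of the pathway and the higher expression of its inhibitors, the paper concludes that the TGFβ pathway was globally repressed in JT myogenic precursors.

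**Figure D4:**
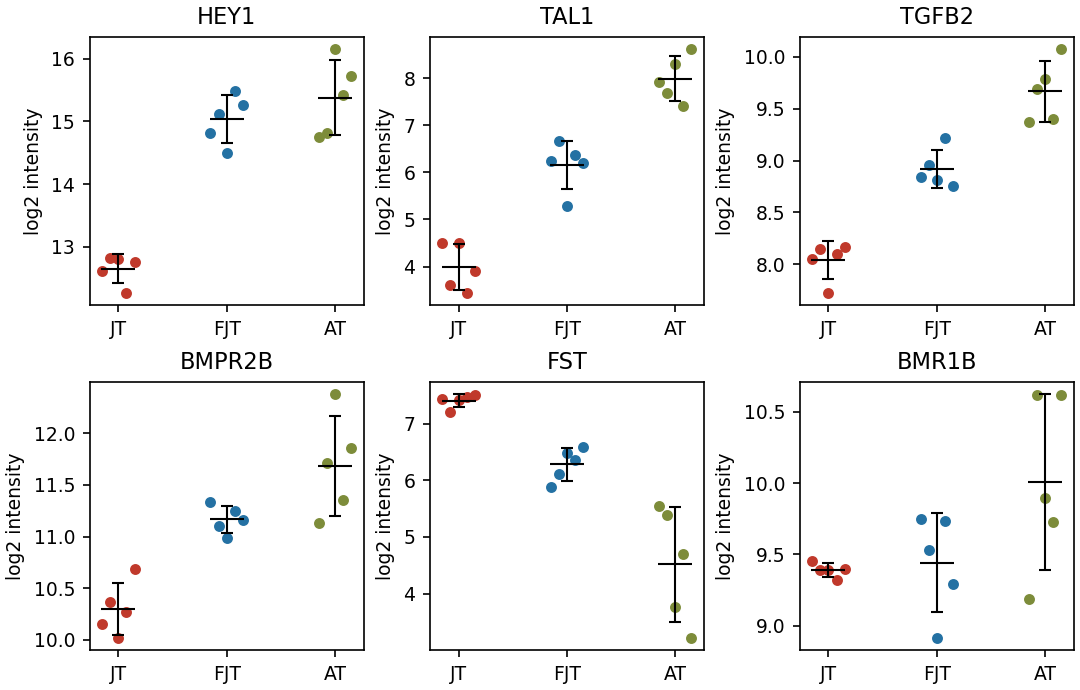
Log2 intensity of HEY1, TAL1, TGFB2, BMPR2B, FST and BMR1B on each of the 15 arrays, scaled to a common 75th percentile, with the mean and SD of the 5 arrays of JT, FJT and AT. All JT arrays lie above the 10 others for FST and below them for HEY1, TAL1, TGFB2 and BMPR2B, and for BMR1B the conditions overlap.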

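Of the genes that the text of the paper names from the arrays, 38 were considered here, and 15 of these had a probe with a symbol. For 12 of the 15, both JT comparisons had the direction that the paper gives. In JT vs FJT, 10 had an adjusted p under 0.001, among them CAV3 against the paper's direction, and in JT vs AT 6 did. Adjusted over the list alone, the numbers were also 10 and 6. The paper chose these genes on the same arrays, so the list is not independent evidence. Common DEGs in the direction that the paper gives were DNM3A and FST among those placed higher in JT, and HEY1, TAL1, TGFB2 and BMPR2B among those placed lower. With the label code as a random block, DNM3A and HEY1 kept the call in both JT comparisons, FST, TAL1 and TGFB2 lost the call against FJT, and BMPR2B lost both.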

Overall, cluster 2 showed enrichment in genes involved in inhibition of proliferation, repression of myogenic differentiation and maintenance of cellular quiescent state.

### JT myogenic precursors have an enhanced intrinsic capacity for in vitro proliferation

To know more about the intrinsic molecular properties of myogenic precursors of hyperplasic muscle compared to myogenic precursors of non-hyperplasic muscle, we carried out a primary cell culture of myogenic progenitors extracted from JT, FJT and AT conditions. Cell proliferation assays using BrdU showed a higher proliferation rate of JT myogenic precursors (40.1%) after two days of culture compared to FJT (0.8%) and AT (10.3%) myogenic precursors (Fig. 5). Then, to determine whether the transcriptomic activation signatures were related to a differential cell behavior regarding proliferating capacity, we also measured the proliferation rate of JT, FJT and AT myogenic cells at 5, 8 and 11 days after plating. In JT myogenic precursors the proliferation rate increased from D2 to reach a maximum rate at D5 with 61.4% of BrdU positive nuclei, then the proliferation rate decreased from D8 to 42.4% to D11 to 31.4%. In sharp contrast, proliferation rate of FJT myogenic precursors remained low and tended to increase up to 12,9% at D8. For AT myogenic precursors, the proliferation rate increased at D5 to 48.3% to almost reach the proliferation rate in JT myogenic precursors and decreased from D8 to 31.6% and at D11 to 19.1%. Thus, the kinetic of proliferation of the AT precursors was close to that one of JT but with a lower rate from D5 to D11. Overall, myogenic precursors of JT exhibit a global enhanced proliferation capacity under in vitro conditions compared to FJT and AT.

**Fig. 5:**
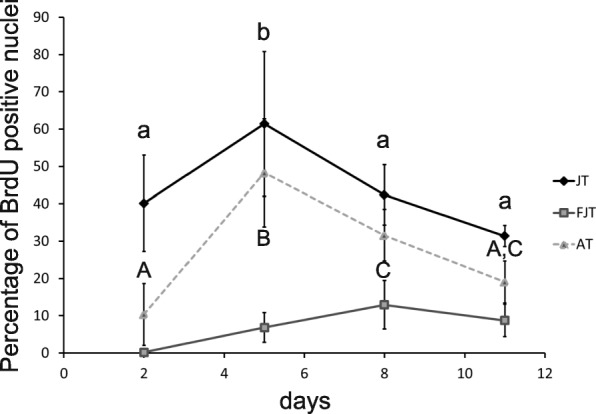
Proliferation rate of JT, FJT and AT myogenic precursors after 2, 5, 8, 11 days of plating (D2, D5, D8 and D11). Each point represents the mean (% ± SD) of BrdU positive nuclei ratio for each condition at D2, D5, D8 and D11. Different letters indicate a significant difference between means (two-way ANOVA and Tukey’s multiple comparisons test; *p*-value ≤0.05; *n* ≥ 5)

### JT myogenic precursors have an enhanced capacity for in vitro myogenic differentiation

To go further on the characterization of the intrinsic molecular properties of myogenic precursors of hyperplastic muscle, we quantified the in vitro differentiation capacities of JT, FJT and AT myogenic precursors. At D2, we observed an extremely low differentiation rate in JT (1.4%), FJT (1%) and AT (1.6%) myogenic precursors (Fig. 6). Because of the low differentiation at D2, this result indicates that very few differentiated muscle cells (myocytes) were seeded at the beginning of the cell culture. Then, we also measured the differentiation rate at 5, 8 and 11 days after plating of JT, FJT and AT myogenic progenitors. In JT myogenic precursors the differentiation rate increased at D5 to 11.6%, D8 to 24.4% and reach a maximum rate at D11 with 28% of nuclei contained in myosin positive cells. In sharp contrast, the differentiation of FJT precursors remained very low during the first 8 days (< 0.5%) then a differentiation resumption was observed at D11 (6.4%). For AT myogenic precursors, no significant increase of the differentiation rate was observed even after 11 days of culture. Overall, JT myogenic precursors exhibited a global enhanced differentiation capacity under in vitro conditions.

**Fig. 6:**
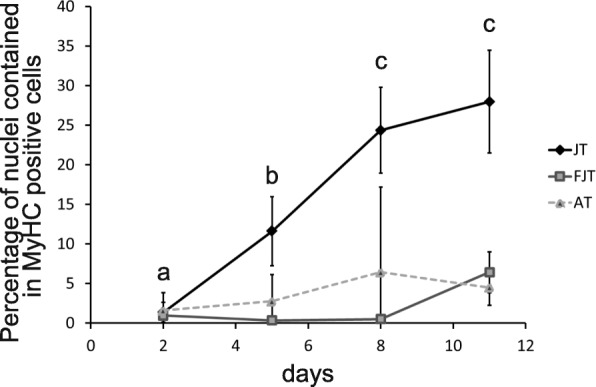
Differentiation rate of JT, FJT and AT myogenic precursors after 2, 5, 8, 11 days in culture (D2, D5, D8 and D11). Each point represents the mean (% ± SD) of the percentage of nuclei contained in MyHC positive cells for each condition at D2, D5, D8 and D11. Different letters indicate a significant difference between means (two-way ANOVA and Tukey’s multiple comparisons test; *p*-value ≤0.05; *n* ≥ 6)

Evaluation of the expression level by qPCR of *myogenin* and *myomaker* after 2 days in cell culture validated the transcriptomic results as shown in Fig. 7. Indeed, the expression of *myogenin* and *myomaker* were higher in JT myogenic precursors compared to AT and FJT myogenic precursors. In addition, the expression level of *myogenin* and *myomaker* after 8 days in culture increased in FJT myogenic precursors. These were contrasting with expression level in AT myogenic precursor that did not exhibit such an increase between D2 and D8. Overall, qPCR data validated our previous results with JT myogenic precursors as more engaged in differentiation program than AT and FJT myogenic precursors.

**Fig. 7:**
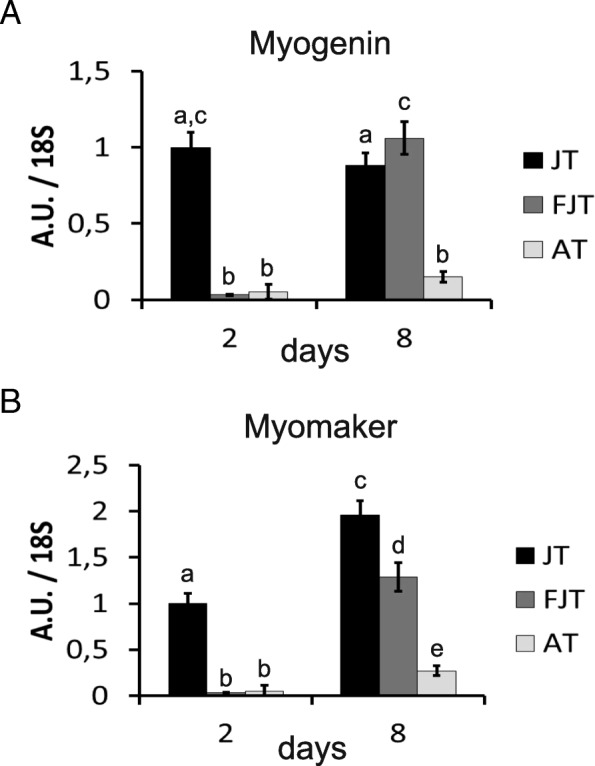
Quantification of the expression of *myogenin* and *myomaker* in JT, FJT and AT myogenic precursors. Each bar represents the mean (AU ± SD) of the expression of *myogenin* (**a**) and *myomaker* (**b**) normalized by the expression mean of 18S as referential gene for each condition at D2 and D8. Different letters indicate a significant difference between means (two-way ANOVA and Tukey’s multiple comparisons test; *p*-value ≤0.05; *n* ≥ 4)

## Discussion

Formation of new myofibres occurs lastingly in fish myotome. This process, termed hyperplasia, requires proliferation, differentiation and fusion of muscle stem cells (satellite cells) to form new multinucleated myofibres. We examined in this study the hypothesis that post-hatching muscle hyperplasia in fish is associated with an intrinsic physiological status of myogenic precursors predetermining them to self-renew and differentiate. For this purpose, we examined proliferation of trout satellite cells in vivo and compared gene expression profiling and in vitro myogenic potential of satellite cells extracted from juvenile trout muscle displaying intense hyperplastic growth (JT), with satellite cells extracted from trout muscle that no longer exhibited muscle hyperplasia, namely fasted juvenile trout (FJT) and adult trout (AT).

Many studies on mammalian isolated satellite cells were carried out on cells directly isolated from muscle and purified by FACS using fluorescent reporters or cell surface marker [33]. As these technologies cannot yet be used in trout fish, we took advantage of the specific adhesion of satellite cells on laminin substrate to enrich them in culture [19, 34]. Although it has been reported that isolation procedures alter gene expression of myogenic precursors [35, 36], we assumed in this study that the differential ex vivo properties of trout satellite cells originating either from hyperplastic or non-hyperplastic muscle, somehow reflect intrinsic differences preexisting before their extraction from muscle.

First, we sought to identify and quantify proliferative satellite cells in muscle of growing versus non-growing trout using in vivo BrdU injection followed by double immuno-labeling of laminin and BrdU. In agreement with Alfei et al. (1989) [37], our results clearly evidenced a higher rate of BrdU positive cells in muscle of JT compared to FJT and AT, notably at sites corresponding to the satellite cell niche. This shows that fish hyperplastic muscle contains proliferative satellite cells well after hatching, what sharply contrasts with the mitotic quiescence of satellite cells located in mature mouse muscle [38].

Relative to satellite cells from non-hyperplastic muscle, satellite cells from juvenile trout were found to exhibit up-regulated gene set related to high metabolic activity as shown by enrichment in genes involved in translational efficiency and genes encoding structural and functional components of mitochondria, notably those involved in energy production for execution of biosynthesis events. Mitochondrial biogenesis has been associated with the shift from quiescence to proliferation of satellite cells [39, 40]. In keeping with this, our result that matches meta-analyses of multiple transcriptomes revealing low expression of genes associated with oxidative phosphorylation in mouse quiescent satellite cells [41], supports the view that JT cells are intrinsically activated compared to satellite cells from non-hyperplastic muscle. Other major functional categories inferred from genes up-regulated in myogenic precursors derived from hyperplastic muscle were related to DNA replication and cell cycle. This finding, which is quite in agreement with the proliferation rate of these cells measured in vivo and ex vivo, strongly reinforces the view that satellite cells isolated from trout hyperplastic muscle are in an activated state. Also, several major genes signing myogenic differentiation were found to be overexpressed. Among them were *myogenin* which invalidation prevents myogenic differentiation in mouse [42] and *myomaker* which is necessary for myoblast fusion into myotube as shown by gene invalidation [15]. In keeping with this, it is interesting to note that mitochondrial activity, which is higher in JT satellite cells relative to FJT and AT cells, has been reported to positively regulate myogenesis [43]. Conversely, transcriptome of FJT and AT myogenic precursors, compared to that of JT myogenic precursors, revealed up regulation of genes involved in maintenance of stem cell quiescence, notably genes involved in Notch signaling [44] or known as marker of quiescent muscle stem cell. These results are in agreement with data obtained in mouse showing an up regulation of *notch* and *Hey* genes in quiescent satellite cells [45]. In addition, the up regulation of several genes involved in TGFbeta pathway was in line with a repression of differentiation of myogenic precursors [46]. Indeed, we notably observed an up-regulation of BMP receptor type 1 which knock-down in mouse satellite cells caused premature myogenic differentiation [47]. All these data support the view that satellite cells extracted from muscle of fasted trout or adult trout are close to a quiescent state compared to satellite cells from juvenile trout.

Another major result of our study was that behavior of satellite cells from hyperplastic muscle quite differs from that of satellite cells extracted from non-hyperplastic muscle. Specifically, we found that cultured JT myogenic precursors exhibited higher proliferation rate and differentiation capacities than FJT and AT myogenic precursors. These observations, that match transcriptome data, further support the view that myogenic cells from hyperplastic muscle of juvenile trout are intrinsically more potent to form myofibres than satellite cells from non-hyperplastic muscle. Also, we found that the low proliferation rate of myogenic cells observed in fasted trout muscle was maintained in vitro, suggesting an intrinsic inhibition of myogenic precursor proliferation. However, differentiation of FJT myogenic precursors was only delayed because qPCR and immunofluorescence analysis showed resumption of differentiation after 8 days of culture. In contrast, AT myogenic precursors exhibited a strong proliferation capacity in vitro suggesting that AT myogenic precursors were not delayed or close to senescent state that could explain their low myogenic capacities as observed in old mouse [48]. All together, these results showed differences in functional capacities of the two quiescent myogenic precursor’s cells that could be interesting to investigate at molecular and cellular levels.

What could determine intrinsic myogenic capacity of JT cells? One possible cause, inferred from transcriptome analysis, could relate to epigenetic regulations of transcription. Indeed, up-regulation of genes involved in DNA methylation was found in JT myogenic precursors, notably several DNA methyl transferase (dnmt1, 3ab and 3b) known to be involved in muscle stem cell activation [49]. Furthermore, as previously reported in hyperplastic growth zone of trout larvae [50] and in activated satellite cells of mouse and trout regenerating muscle [51], we observed in JT cells the overexpression of many SWI/SNF chromatin remodeling enzymes, which dynamic recruitment regulate many stages of myogenesis [52].

## Conclusion

The satellite cells from muscle of trout juveniles exhibit in vivo and ex vivo features of activation that are not found in satellite cells isolated from non-hyperplastic muscle. Thus, muscle hyperplastic growth in fish likely relates to the fact that satellite cells in these animals are intrinsically potent to form myofibres well after hatching.

## Methods

### Animals

Rainbow trout (*Oncorhynchus mykiss*) weighting from 2 g to 2 kg were reared to a 12 h light:12 h dark photoperiod and 12 ± 1 °C in a recirculating rearing system located in the Laboratory of Physiology and Genomics of Fish. Fish were fed daily ad libitum on a commercial diet or starved during 3 or 4 weeks. Fish were anesthetized with tricaine (MS-222, Sigma) at 50 mg/L or euthanized with tricaine at 200 mg/ml.

### Measurement of satellite cell proliferation in situ

Intra-peritoneal injections (150 μg/g of body weight) of BrdU (Roche, no. 280879), dissolved in a solution composed with NaOH (0.02 N) diluted with NaCl 0.9%, were performed on juvenile rainbow trout (*Oncorhynchus mykiss*) (2 g, *n* = 5), 4 weeks fasted juvenile rainbow trout (5 g, *n* = 5) and 400-500 g rainbow trout (*n* = 6) which have been reported to exhibit low hyperplasia [4].

Muscle tissues were fixed in Carnoy fixative solution for 48 h at 4 °C, progressively dehydrated and embedded in paraffin. Transverse paraffin sections (10 μm thick) were stained with laminin antibody (1:50, DSHB, D18-c) and BrdU labeling and detection kit (Roche Diagnostics, no. 11296736001) was used following the recommendations of manufacturer to measure the proliferation of the cells. Briefly, tissues were incubated for 30 min at 37 °C with mouse IgG1 anti-BrdU (1:10, kit: 11296736001, Sigma) and, after 1 h incubation at room temperature in saturation buffer (BSA 1%, 04–100-811C in PBST 0.1%), tissues were incubated overnight at 4 °C with mouse IgG2a anti-laminin (1:1000, DSHB, D18-c). The secondary antibody were diluted (1:1000, Alexa 488 anti-IgG1 mouse A21121 to detect BrdU and Alexa 594 anti-IgG2a mouse A21135 to detect laminin) in PBST and applied for 1 h at room temperature. Tissues were then mounted in Mowiol containing 0.5 μg/ml of DAPI. Tissues cross sections were photographed using a Nikon digital camera coupled to a Nikon Eclipse 90i microscope. At least five images were taken per tissues and the number of nuclei BrdU positive localized between basal lamina and myofiber on the total number of nuclei under basal lamina (myo-nuclei) were calculated using cell counter plugin in Fiji software.

### Isolation of trout precursor myogenic cells

For all studies, myogenic precursors were isolated from dorsal part of the white muscle of juvenile trout (5 g, JT), of 3–4 weeks fasted juvenile rainbow trout (5 g, FJT) and of adult rainbow trout (1.5-2 kg, AT) as previously described [19]. The yield of cell extracted was lower in adult than in juvenile (JT: 1,6 × 10^6^ cells/g of muscle; FJT: 1,4 × 10^6^ cells/g of muscle; AT: 1,1 × 10^5^ cells/g of muscle). Isolated myogenic precursors were plated on poly-L-lysine and laminin-coated plates at 80,000 cells per cm^2^ for every analysis except to proliferation measurement which were 60,000 cells per cm^2^.

### Gene expression analysis

Using TRIzol reagent (Invitrogen, Carlsbad, CA, USA), total RNA were extracted from cells according to the manufacturer’s recommendations. The total RNA (200 ng) were reverse transcribed into cDNA using the High Capacity cDNA Reverse Transcription kit, (Applied Biosystems) and random primers, according to the manufacturer’s instructions. Target gene expression levels were determined by qPCR using specific primers (forward primer sequences; *myogenin*: AGCAGGAGAACGACCAGGGAAC, *myomaker*: AATCACTGTCAAATGGTTACAGA, and reverse primer sequences; *myogenin*: GTGTTGCTCCACTCTGGGCTG, *myomaker*: GTAGTCCCACTCCTCGAAGT). Primers were design on two exons (myogenin) or in exon-exon boundaries (myomaker) to avoid genomic amplification. Quantitative PCR was performed on a StepOnePlus thermocycler (Applied Biosystems) using SYBR FAST qPCR Master Mix (PowerUp SYBR Green Master Mix kit, A25742, Applied Biosystems). Relative quantification of the target gene transcripts was made using 18S gene expression as reference. Quantitative PCR was performed using 10 μl of the diluted cDNA mixed with 300 nM of each primer in a final volume of 20 μl. The PCR protocol was initiated at 95 °C for 3 min for initial denaturation followed by the amplification steps (20 s at 95 °C followed by 30 s at 60 °C) repeated 40 times. Melting curves were systematically monitored at the end of the last amplification cycle to confirm the specificity of the amplification reaction. The efficiency of the qPCR was about 80–100%. Each PCR run included replicate samples (duplicate of PCR amplification) and negative controls (RNA-free samples, NTC). Data are presented as the ratio between the relative expression of the target gene and 18S.

### Microarray slides

An Agilent-based microarray platform with 8 × 60 K probes per slide was used (GEO platform record: GPL24910). Microarray data sets have been submitted to the GEO-NCBI with the accession number: GSE113758.

### RNA labeling and hybridization

RNA samples (*N* = 5–6) from 24H-cultured myogenic precursors from juvenile trout (JT), from 3 to 4 weeks fasted juvenile trout (FJT) and from adult trout (AT) were used for labelling and hybridization. For each sample, 150 ng of RNA was Cy3-labelled according to the manufacturer’s instructions (One-Color Microarray-Based Gene Expression Analysis (Low Input Quick Amp Labeling) Agilent protocol). Briefly, RNA was first reverse transcribed, using a polydT-T7 primer, Cy3 was incorporated by a T7 polymerase-mediated transcription and excess dye was washed using an RNeasy kit (Quiagen). The level of dye incorporation was evaluated using a spectrophotometer (Nanodrop ND1000, LabTech). 600 ng of labelled cRNA was then fragmented in the appropriate buffer (Agilent) for 30 min at 60 °C before dilution (*v*/v) in hybridization buffer. Hybridizations were performed in a microarray hybridization oven (Agilent) for 17 h at 65 °C, using two Agilent 8 × 60 K high-density oligonucleotide microarray slides. Following hybridization, the slides were rinsed in gene expression wash buffers 1 and 2 (Agilent).

### Data acquisition and analysis

Hybridized slides were scanned at a 3-μm resolution using the Agilent DNA microarray Scanner. Data were extracted using the standard procedures contained in the Agilent Feature Extraction (FE) software version 10.7.3.1. One AT sample that did not give good quality signal on microarray was discarded from the gene expression analysis. Arrays were normalized using GeneSpring software version 14.5. Using R software (3.2.2) a LIMMA (3.26.9) statistical test [24] (BH corrected p-val < 0.001) was used to find differentially expressed genes between FJT and AT. Secondly, two LIMMA statistical tests (BH corrected *p*-val < 0.001) were used to find differentially expressed genes between JT and FJT, and between JT and AT. We kept significant differentially expressed genes with an expression mean in at least one condition above or equal to 6, corresponding at 3 times background (normalized values). Thirdly, we kept commons genes found in this two differential analysis in the same regulation way with JT as referential condition. For clustering analysis, log transformed values were median-centered and an average linkage clustering was carried out using CLUSTER 3.0 software and the results were visualized with TreeView software (https://sourceforge.net/projects/jtreeview/files/). GO enrichment analysis was performed using Database for Annotation, Visualization and Integrated Discovery (DAVID 6.7) software tools.

### Analysis of cell proliferation

Cells were cultured in presence of 10 μM BrdU during 24H before sampling and cells were collected at days 2, 5, 8 and 11. The cells were fixed with ethanol/glycine buffer (100% ethanol, 50 mM glycine, pH 2). A BrdU labeling and detection kit (11,296,736,001, Sigma) was used following the recommendations of manufacturer to measure the proliferation of the cells. Briefly, the cells were incubated for 30 min at 37 °C with mouse anti-BrdU, washed, and then incubated with the secondary antibody anti-mouse FITC for 30 min. Cells were then mounted in Mowiol containing 0.5 μg/ml DAPI. Cells were photographed using a Nikon digital camera coupled to a Nikon Eclipse 90i microscope. Seven images were taken per well and the number of BrdU positive nuclei on the total number of nuclei was automatically calculated using a macro command on Visilog (6.7) software.

### Analysis of cell differentiation

On days 2, 5, 8 and 11 of culture, cells on glass coverslips were briefly washed twice with phosphate-buffered saline (PBS) and fixed for 30 min with 4% paraformaldehyde in PBS. After three washes, cells were saturated for 1 h with 3% BSA, 0.1% Tween-20 in PBS (PBST). Cells were incubated at room temperature for 3 h with the primary antibody anti-myosin heavy chain (MyHC, DSHB, MF20-c, 1:50) in blocking buffer [19]. The secondary antibodies were diluted (1:1000, Alexa 488 A11001) in PBST and applied for 1 h at room temperature. Cells were mounted with Mowiol containing DAPI (0.5 μg/ml). Cells were photographed using a Nikon digital camera coupled to a Nikon Eclipse 90i microscope. Five images were taken per well and the number of nuclei contained in MyHC positive cells on the total number of nuclei was automatically calculated using a macro command on Visilog (6.7) software.

### Statistical analysis

A two-way ANOVA analysis (time and conditions as factors) with a Tukey’s post hoc multiple comparisons test was performed on qPCR data, proliferation ratio and differentiation ratio. A Kruskal-Wallis test with a Dunn’s post hoc multiple comparisons test was performed on in situ satellite cells proliferation data. A *p*-value below 0.05 was considered significant. All the statistical analyses were performed with the R packages (3.5.1 version).

## Abbreviations

AT: Adult trout
BrdU: 5-bromo-2′-deoxy-uridine
DEGs: Differentially expressed genes
FJT: Fasting Juvenile Trout
JT: Juvenile Trout

How the deposited data were processed for this re-analysis (not part of the article)

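RNA of myogenic precursors from JT, FJT and AT was measured on 15 one-colour Agilent arrays, 5 per condition, on 2 slides. The authors discarded a further AT sample for its signal quality, and it was not used here. The samples were assigned to conditions by their labels, which also carry a code shared by arrays of the same condition. All JT arrays carry 1 code, and the FJT and AT arrays carry 2 codes each. A number follows the code, and for AT replicates 7 and 10 a pair of numbers is joined. The sample records do not say what the code or the number marks.

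The authors extracted the scans with Agilent Feature Extraction and deposited 1 scanner file per array, whose spot signals are intensity values on the linear scale, without scaling between arrays. In the settings stored with them, spatial and multiplicative detrending were on and the separate background correction was off on all 15 arrays. The authors also deposited a matrix of log2 values. On every array these equalled the log2 of the processed intensity plus a constant, with a median of 5.87 on each array, so that the matrix carries a scaling between arrays by the median. The paper names GeneSpring for the normalization, and its text does not name the setting.

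Control spots and spots marked by the scanner software as outliers (90 in all 15 arrays) were left out, and spots of the same probe were averaged. No spot was saturated. The log2 of each processed intensity was taken, the array's 75th percentile was subtracted and the mean of the 15 percentiles was added back. Before scaling, the 75th percentile of the intensity ranged from 236 to 438 between arrays, with medians of 319 in JT, 376 in FJT and 270 in AT. All probes were then tested with limma, in a separate fit for each pair of conditions, with lmFit and eBayes, two-sided, and Benjamini-Hochberg adjustment over the 61175 probes. DEGs had an adjusted p under 0.001 and a mean of at least 6 in at least 1 condition, as in the methods of the paper. Of all probes, 33358 (54.5%) reached this mean. Common DEGs were called in JT vs FJT and JT vs AT in the same direction and were not DEGs in FJT vs AT. The common DEGs were clustered by average linkage on correlations.

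Gene names were taken from the probes' design names alone. None of the identifiers beginning GSONMT was found in the reference gene table, and a further 8899 probes are named only by contig, locus or clone. The names in the paper were matched to symbols exactly for 9 genes and through written aliases for 6. A probe may measure another paralog than the one that the paper names, and this was not tested. Some genes that the paper names are not reported here. The aliases were made from the design names before any values were compared. The named genes were set by a rule: genes the text of the paper names from the arrays, then among common DEGs with a symbol and with all 5 JT arrays above or below the 10 others the 5 largest rises and 5 largest falls, and among DEGs between FJT and AT with a symbol the 5 largest in each direction. A gene with several probes was reported by the probe with the highest mean over the 15 arrays. For a gene not well above background on any array of a group, the fold is given as a lower bound. The bright group's mean was then set against the mean over the dim group's arrays of the higher of 2 signals, the lowest among probes well above background on that array and the probe's own.

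The functional categories of the paper came from DAVID, which was not used here. Lists of gene symbols took their place: ribosomal proteins, mitochondrial ribosomal proteins, translation factors, oxidative phosphorylation, proteasome, cell division cycle proteins, cyclin dependent kinases, cyclins, chromosome segregation, replication, Swi/Snf complexes, collagens, laminins, myosins, tropomyosins, the Notch pathway and the receptors, ligands and Smads of the TGFβ pathway. They were tested with camera from limma at a preset correlation of 0.01, on the brightest probe of each symbol, for lists with at least 3 members on the arrays, and adjusted over all lists and both JT comparisons. Lists of endothelial, fibroblast, leukocyte and satellite cell markers were tested in the same way over 3 comparisons. Lists with fewer members were not tested.

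The alternatives tried were quantile normalization, normexp background correction with an offset of 50, the authors' matrix, the 75th percentile over probes well above background on all arrays, 1 model of the 3 conditions, eBayes with trend, array weights, the slide as a block, the label code as a random block (estimated correlation 0.182), other expression filters, an adjusted p under 0.01, gene symbols in place of probes, the median over the probes of a gene, outlier spots kept, fry or an estimated correlation for the lists, and each array left out in turn. The number after the label code was also used as a replicate block. After the results were seen, the lists were also cut to genes well above background on all 15 arrays and tested against such genes. Splits of the arrays other than the real one and simulations of the shared JT arrays were run on values with the outlier spots kept.

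The calls were tested on simulated data, with 200 changed probes among 61175 in each of 5 runs. No changed probe was called in the wrong direction, and on average at most 0.2 unchanged probes were called per run. A change of 0.5 on the log2 scale was never called, and a change of 1.5 was called for 65.2% of changed probes in JT vs FJT and 46.8% in JT vs AT. These shares hold for 200 changed probes and can be higher where more probes change, as in the JT comparisons. In simulated lists, a list of 14 genes raised by 0.5 was called in 10 of 10 runs and unchanged lists in 0 of 190 by camera, an estimated correlation and fry alike. The noise was drawn independently for each probe and no gene outside the raised list was changed. These runs therefore cannot show how the tests act when genes vary together or many genes change.

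Tools were R 4.3.3 with limma 3.58.1, and Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. The immunofluorescence, cell culture and qPCR experiments of the paper were not analysed here.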

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

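The tests of a whole array lying apart and of a single faulty spot were chosen only after the results were seen. In 109 groups of 5 arrays, the highest or the lowest value was compared with the nearest of the others, relative to the range of the group. In 7 groups 1 array lay far from the others. By chance alone 5.45 such groups are expected at 1 in 20, so that the number of these values gives no ground for a common cause.

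For FST, JT replicate 2 was lowest in its group at a log2 intensity of 7.21, and the next JT array was at 7.42. For TGFB2, JT replicate 3 was lowest at 7.72, with the next at 8.05. CSPG5A was highest in JT replicate 5 at 7.68, with the next at 6.29. TRI33 was highest in FJT replicate 12 at 6.46, with the next at 5.75. ISLR2 was lowest in AT replicate 9 at 4.94, with the next at 6.89. CBX7A was highest in FJT replicate 14 at 10.05, with the next at 9.44. The 75th percentile of the signal was highest in AT replicate 8 at 382, with the next at 274, and the scaling of arrays removes such a difference.

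A failure of a whole array was tested by counting, for each array, the expressed probes on which it lay equally far from its group. The highest share was 2.17%, on JT replicate 2, and the lowest was 0.285%. No array passed 5%, but this bound was assumed and the share that a failed array would give was not measured, so a fault of a whole array stays open for the values of genes. The count was made on scaled values and cannot speak to the 75th percentile of AT replicate 8, whose cause also stays open. A fault of a single spot was tested for CBX7A, whose second probe was also highest on FJT replicate 14, by 0.43 above the highest of the other four FJT arrays, a gap larger than their range of 0.22. For CBX7A the tables therefore argue against a single faulty spot. FST, TGFB2, CSPG5A and ISLR2 have a single probe each, and the second TRI33 probe was dim, with a mean of 3.24, so a faulty spot was not tested for them. No biological explanation was tested. Within a condition, the sample records set the arrays apart only by slide, label code and the number after the code, and for AT replicates 7 and 10 this is a pair of joined numbers.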

How the results depend on the processing

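The tests on the authors' values with another filter or fold change (7 settings), and the test of gene lists cut to genes well above background on all 15 arrays, were chosen only after the results were seen. The comparisons, thresholds, gene lists, the rule for named genes and all other alternatives were chosen before the data were examined.

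The numbers of DEGs changed by more than 1.5 times under some alternatives. An adjusted p under 0.01 in place of 0.001 gave 14561 DEGs in JT vs FJT, 12638 in JT vs AT, 1693 in FJT vs AT and 8489 common DEGs, 4141 higher and 4348 lower in JT. Counted as distinct gene symbols, the numbers were 439, 360, 10 and 216, with 142 higher and 74 lower, since few probes have a symbol. With the label code as a random block they were 3496 in JT vs FJT, 358 in FJT vs AT and 2246 common DEGs, with 1403 higher and 843 lower, and JT vs AT kept within 1.5 times at 4765. FJT vs AT was the least stable count, with 199 under array weights, 468 under eBayes with trend, 537 with the expression filter before the test, 781 under normexp background correction, 1475 in 1 model of the 3 conditions and 38 with the slide as a block. The filter before the test also raised the DEGs lower in JT to 3053. The cause of these changes was not tested, apart from the threshold and the counting of symbols, which change the counts by construction.

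With 1 array left out in turn, the counts ranged from 5077 (without JT replicate 4) to 7533 (without FJT replicate 16) in JT vs FJT, from 4255 (without JT replicate 4) to 6598 (without AT replicate 8) in JT vs AT, and from 11 (without FJT replicate 13) to 41 (without AT replicate 7) in FJT vs AT. Common DEGs ranged from 2439 (without JT replicate 4) to 4263 (without FJT replicate 16), those higher in JT from 1457 to 2421 and those lower from 982 to 1864. Fewer arrays lower these counts by construction. Among the common DEGs, 91.4% were also called under quantile normalization, 92.7% under normexp background correction, 85.0% with the authors' values, 80.6% with the slide as a block and 51.8% with the label code as a random block. The share higher in JT was 56.2%, against 69.2% with the authors' values and 47.1% with the 75th percentile over probes well above background.

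With the authors' values, settings chosen after seeing the values gave further changes. A minimum mean of 7 gave 50 DEGs in FJT vs AT and 1062 common DEGs lower in JT. A minimum mean of 8 gave 5015 in JT vs FJT, 4318 in JT vs AT, 46 in FJT vs AT, 2862 common and 789 lower. A mean of at least 6 in all 3 conditions gave 4513 in JT vs AT, 35 in FJT vs AT, 2850 common and 805 lower. A fold change over 2 gave 5148 in JT vs FJT and 966 lower, and identifiers beginning GSONMT alone gave 39 in FJT vs AT and 1036 lower. Each of these filters removes probes by construction.

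With the number after the label code as a replicate block, JT vs FJT gave 213 DEGs. The arrays only share a number, and nothing in the files pairs them.

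Among named genes, the 40 results past the threshold kept their direction under every alternative. Of their values under other settings, 409 kept the call and 31 lost it, and with 1 array left out 298 kept and 102 lost it. The lost calls lay mostly in FJT vs AT and with BMPR2B, FSTL1 and ISLR2. FST in JT vs AT lost its call without any 1 JT array, with adjusted p from 0.00023 to 0.0012 over all arrays left out. The 14 results not past the threshold included all genes that reversed. Where a cause is not given by construction, the cause was not tested.

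Some values for genes reversed. With the authors' values BMR1B in JT vs FJT was 0.077 and STAT3 in JT vs AT 0.0028. With the slide as a block BMR1B was 0.010. Under normexp background correction DACH1 in JT vs FJT was 0.0052. In JT vs AT, DOCK5 was -0.034 under quantile normalization, -0.039 with the 75th percentile over probes well above background and -0.070 under array weights, and JAG1B was -0.050 and -0.029 under the latter pair of settings. The median over probes, which brings in other probes, gave 1.21 for DOCK5 in JT vs FJT, and -0.52 and -0.33 for JAG1B in JT vs FJT and JT vs AT. With 1 array left out, BMR1B in JT vs FJT ranged from -0.18 to 0.025, and in JT vs AT CAV3 ranged from -0.015 to 0.28, DOCK5 from -0.11 to 0.15, JAG1B from -0.052 to 0.067 and STAT3 from -0.26 to 0.033.

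For gene lists, the 3 results past the threshold kept their direction, and 7 of 39 values under other settings and 1 of 30 with an array left out lost the call. These were ribosomal proteins under quantile normalization, an estimated correlation, and in JT vs AT the label code as a random block, the list cut to genes well above background (adjusted p = 0.069) or without JT replicate 5 (adjusted p = 0.059), and oxidative phosphorylation in JT vs FJT under an estimated correlation. Fry, which tests each list against no change and not against the other genes, held these 3 calls and added Swi/Snf and the TGFβ pathway in both JT comparisons, cell division cycle genes, cyclins and myosins in JT vs FJT, and translation factors, oxidative phosphorylation and endothelial markers in JT vs AT. Cell division cycle genes, cyclins, endothelial markers and the TGFβ pathway were called lower in JT, and the others higher. Oxidative phosphorylation in JT vs AT (adjusted p = 0.0505) also gained the call with the 75th percentile over probes well above background, with outlier spots kept, and without JT replicates 3 or 4 or AT replicates 8 or 11. Medians of lists that were not past the threshold changed sign as follows, and the cause was not tested. Under quantile normalization, chromosome segregation (0.092) and Notch (0.064) in JT vs FJT, and cyclin dependent kinases (0.045) and Notch (0.029) in JT vs AT. Under normexp background correction in JT vs FJT, endothelial markers (0.17), collagens (0.034), cyclins (-0.00064), chromosome segregation (0.13), Notch (0.025) and replication (0.021), in JT vs AT collagens (-0.073), chromosome segregation (-0.13), laminins (-0.059), myosins (-0.14), replication (-0.16) and Swi/Snf (-0.077), and in FJT vs AT satellite cell markers (-0.14). With the authors' values, chromosome segregation (0.043) and Notch (0.12) in JT vs FJT, and fibroblast markers (0.068), cyclin dependent kinases (0.065) and Notch (0.021) in JT vs AT. With the 75th percentile over probes well above background, cyclins (-0.010), proteasome (-0.0027) and translation factors (-0.0039) in JT vs FJT, and myosins (-0.0090) in JT vs AT. Under array weights, Notch in JT vs FJT (0.057) and cyclin dependent kinases in JT vs AT (0.017). With the slide as a block, Notch in JT vs FJT (0.00034) and leukocyte markers in FJT vs AT (0.028), and with the label code as a random block fibroblast markers in JT vs AT (0.00076). With the lists cut to genes well above background on all 15 arrays, chosen after the results were seen, endothelial markers (0.37), fibroblast markers (-0.071), cyclins (-0.21), proteasome (-0.12) and translation factors (-0.046) in JT vs FJT, endothelial markers in JT vs AT (0.34) and satellite cell markers in FJT vs AT (-0.022). Lists with fewer than 3 such genes were not tested in this way.

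With 1 array left out, list medians ranged in JT vs FJT from -0.033 to 0.083 for cyclins, -0.11 to 0.057 for chromosome segregation, -0.23 to 0.48 for laminins and -0.084 to 0.15 for Notch. In JT vs AT they ranged from -0.17 to 0.17 for cyclin dependent kinases, -0.19 to 0.12 for fibroblast markers, -0.069 to 0.47 for chromosome segregation, -0.0064 to 0.17 for myosins, -0.11 to 0.057 for Notch and -0.086 to 0.12 for replication. In FJT vs AT they ranged from -0.27 to 0.11 for fibroblast markers and -0.15 to 0.079 for leukocyte markers.

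Signal over background limits what can be read from dim probes. Between 66.4 and 81.8% of spots were well above background, and genes such as DACH1 and TAL1 in JT lie near it.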

Differences from the paper's values

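The 7 settings on the authors' values named here were chosen only after the results were seen, and the other settings were set before the data were examined.

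Between JT and FJT, 8024 DEGs were called and the paper's value is 3992. Among the alternatives set before the data were examined, the count lay within 1.5 times of the paper's value with the label code as a random block (3496), without any 1 JT array (5077 to 5957), and without FJT replicates 12 (5877) or 13 (5392). It did not without the other FJT arrays, with the number after the code as a replicate block, or under any other alternative.

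The alternatives compared here for JT vs AT were set before the data were examined. Between JT and AT, 6982 DEGs were called and the paper's value is 4253. The alternatives within 1.5 times of it were the slide as a block (6016), the label code as a random block (4765), each JT array left out (4255 without JT replicate 4, up to 4727), and AT replicates 7 (5949), 9 (5790), 10 (5580) or 11 (4961) left out. The count was farther away without AT replicate 8 and under every other of these alternatives.

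For common DEGs, too, only alternatives set before the data were examined are compared here. Common DEGs numbered 4337 and the paper's value is 2623. Within 1.5 times lay the slide as a block (3575), the label code as a random block (2246), each JT array left out (2439 to 2824), AT replicates 7 (3781), 9 (3735), 10 (3735) or 11 (3347) left out, and FJT replicates 12 (3573), 13 (3468) or 15 (3770) left out. Leaving out AT replicate 8 or FJT replicates 14 or 16 did not bring it within that range, nor did any other of these alternatives.

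The same limit to alternatives set before the data were examined holds for those lower in JT. Common DEGs lower in JT numbered 1901 and the paper's value is 758. Only the label code as a random block (843) and leaving out JT replicates 1 (1086), 3 (1020), 4 (982) or 5 (1079) brought the count within 1.5 times. JT replicate 2, every FJT and AT array left out and every other of these alternatives did not.

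The numbers of DEGs between FJT and AT (92, the paper's value is 64) and of common DEGs higher in JT (2436, the paper's value is 1865) lay within 1.5 times of the paper's.

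Of the settings on the authors' values chosen after seeing the values, a minimum mean of 8 gave 5015 DEGs in JT vs FJT, 4318 in JT vs AT, 46 in FJT vs AT and 2862 common DEGs, 2073 higher and 789 lower in JT, all within 1.5 times of the paper's values. A fold change over 2, also chosen after seeing the values, gave 5148, 5447, 66, 3177, 2211 and 966, likewise all within 1.5 times. A mean of at least 6 in all 3 conditions, chosen after seeing the values, came within 1.5 times for all but FJT vs AT (5440, 4513, 35, 2850, 2045 and 805). Restricting the probes to identifiers beginning GSONMT, chosen after seeing the values, also did so for all but FJT vs AT (5866, 5203, 39, 3313, 2277 and 1036). A minimum mean of 7, chosen after seeing the values, did so for all but JT vs FJT (6336, 5542, 50, 3592, 2530 and 1062). A fold change over 1.5 and no expression filter, both chosen after seeing the values, came within 1.5 times for FJT vs AT (66 and 78) and for no other count. The methods of the paper state a mean of at least 6 in at least 1 condition, which differs from the settings with another or no expression filter. They name no minimum fold change and no restriction to some identifiers.

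The paper places CAV3 higher in JT, and its brightest probe changed by -1.61 against FJT (adjusted p = 1.3e-05) and 0.15 against AT (adjusted p = 0.64). DOCK5, which the paper places higher in JT, changed by -0.28 and 0.03 on its brightest probe. The median over the probes of DOCK5, an alternative set before the data were examined, gave 1.21 and 1.60 and called it in both comparisons. JAG1B is placed lower in JT by the paper, and its brightest probe changed by 0.22 against FJT and 0.02 against AT, whereas the median over its probes gave -0.52 and -0.33 without a call, and another of its probes was called at -0.78 and -0.93. The paper places STAT3 lower in JT than in both other conditions, and it changed by -1.42 against FJT and -0.08 against AT (adjusted p = 0.78).

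Other genes that the paper places among those changed in both comparisons kept the paper's direction and did not pass the threshold in 1 or both. CKM2 changed by 4.20 against AT (adjusted p = 0.0094) and FSTL1 by 0.88 (adjusted p = 0.018). DACH1 changed by -0.63 and -1.30, and without JT replicate 1 the second passed the threshold. TRI33 changed by -0.44 and -0.32, and BMR1B by -0.05 and -0.62. Whether the paper read these genes from the same probes is not shown in the files.

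The paper gives cell division cycle genes as raised in JT. Among 8 genes with a probe and a symbol beginning CDC, 1 was higher in JT than in FJT and 3 higher than in AT, and none was a common DEG. CDC45, 1 of these 3, was not well above background on any array. These genes were chosen by symbol alone and need not be those that the paper counts, so they cannot test its statement. The paper gives genes of the Notch pathway as lower in JT, and in a list of 7 such genes 3 were higher in JT in each comparison. HES6, 1 of the 3 higher than in FJT, was not well above background on any array. Of the 7, the paper names only HEY1, which was lower in both comparisons, and JAG1B. Against AT, JAG1B (0.02) and DTX3L (0.01) counted as higher on very small changes, as some others counted as lower. These signs are therefore no test of the paper's genes. Which probes the paper counted in these categories is not shown in the files.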

Other observations

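The tests of distances by label code, of the spread between arrays and of endothelial markers were chosen only after the results were seen.

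With single arrays as the units, chance could be excluded for the numbers of DEGs. Among 100 splits of the arrays, the real one included and drawn from 126 possible splits for each pair of conditions, only 1, the real one, gave as many DEGs in JT vs FJT, in JT vs AT and in FJT vs AT. On the values used for the splits the real numbers were 8016, 6967 and 90. For common DEGs, 1 of 100 splits drawn from 378378 was as large, the real one with 4322, and the highest other split gave 15. The splits do not take the label codes into account. With whole codes as the units, 1 code in JT and 2 each in FJT and AT are too few to exclude chance.

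A difference between slides was tested as an explanation of the common DEGs. With the slide as a block, 3575 remained in number, within 1.5 times of the count without it, and 3497 of the original common DEGs (80.6%) were among them. Since each slide held 2 or 3 arrays of every condition, a difference between slides could hardly set all JT arrays apart. This layout, more than the block, argues against slides as the cause of the common DEGs as a whole.

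The label codes split the arrays within FJT and within AT. Arrays of different codes lay farther apart than arrays of the same code, by 0.143 in mean distance on the log2 scale per probe (exact permutation test within both conditions, one-sided, p = 0.01, the smallest p that the 100 arrangements allow). The mean distance was 0.428 within a code and 0.562 between codes in FJT, and 0.558 and 0.711 in AT. Pairs from different conditions lay 0.810 (FJT to AT), 0.987 (JT to FJT) and 1.12 (JT to AT) apart. Differences between cultures marked by the codes are a candidate explanation of this grouping. Tested with limma between the codes of one condition, 0 probes were called in FJT and 0 in AT at an adjusted p under 0.001, and 0 and 174 had an adjusted p under 0.05, while 6495 (10.6%) and 8947 (14.6%) had an unadjusted p under 0.05. Groups of 2 and 3 arrays can hardly reach the first threshold.

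Since all JT arrays carry 1 code, a culture effect shared by the JT arrays could raise the number of DEGs. With the label code as a random block, 2246 common DEGs were called, all of them among the original ones (51.8%). The codes as the cause of all common DEGs would have left few of them, so the tables argue against this. In 20 simulations with a code effect of the estimated size and no effect of the condition, limma called at most 3 probes in JT vs FJT and fewer in JT vs AT. The random block takes the effect of the JT code to be as variable as those of the other codes, and a larger effect in the JT code alone stays open, since no second JT code exists.

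The JT arrays differed less from each other than the FJT or AT arrays. The median SD per probe over 33358 probes was 0.162 in JT, 0.232 in FJT and 0.287 in AT. A pair of technical explanations was weighed. Within label codes the median SD was still 1.22 times that of JT in FJT and 1.51 times in AT, which argues against the number of codes as the whole cause. Over the 8201 probes with a mean of at least 10 the ratios were 1.55 and 1.79, which argues against noise of dim probes. A smaller biological variation between young, fed fish may also contribute but was not tested.

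The balance of higher and lower common DEGs followed the scaling between arrays. The share higher in JT was 56.2% with the 75th percentile, 69.2% with the authors' values and 47.1% with the 75th percentile over probes well above background on all arrays. Such a change of scaling shifts all log2 fold changes of a comparison alike, so the share moves with it whatever the cause. These values therefore cannot show whether the scaling is the source of the imbalance. No direction of the imbalance can be read from the arrays alone.

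Lists of marker genes were tested for other cell types in the cultures. No list had an adjusted p under 0.05 in any comparison with camera, and none had an unadjusted p under 0.05. With fry, the endothelial list was called in JT vs AT (adjusted p = 0.0032). Median log2 fold changes for JT vs FJT, JT vs AT and FJT vs AT were -0.33, -0.49 and -0.19 for 6 endothelial markers, 0.14, -0.02 and -0.12 for 6 fibroblast markers, -0.38, -0.32 and -0.03 for 6 leukocyte markers, and -0.34, -0.39 and 0.17 for 8 satellite cell markers. The mean had the other sign for fibroblast markers in JT vs AT (0.25) and leukocyte markers in FJT vs AT (0.021). The cultures express many of these genes, since 5 endothelial, 3 fibroblast, 5 leukocyte and 4 satellite cell markers were well above background on all 15 arrays.

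STAB1 and SOX17, which are endothelial markers on this list, and TAL1 were lower in JT. STAB1 changed by -2.36 against FJT (adjusted p = 8.7e-05) and -2.91 against AT (adjusted p = 2.2e-05), and SOX17 by -1.55 (adjusted p = 0.0023) and -2.82 (adjusted p = 9.9e-06). Fewer endothelial cells in the JT cultures could lower them, but this predicts a fall of the other endothelial markers as well. ERG, well above background on every array, was higher in JT by 1.04 against FJT (standard error 0.19) and by 0.97 against AT (standard error 0.21). ROBO4, equally well above background, was higher in JT by 0.45 (standard error 0.14) and 0.34 (standard error 0.14). TIE2 fell by 1.04 (adjusted p = 0.017) and 1.32 (adjusted p = 0.0068), as fewer such cells predict, but was well above background on only 3 of 15 arrays. The tables therefore argue against fewer endothelial cells as the whole cause. A change within such cells, or in the myogenic precursors, stays open and was not tested.

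GSONMT00023528001 was higher in JT by log2 fold changes of 6.27 against FJT and 6.82 against AT, and GSONMT00019541001 changed by -4.37 and -5.23. The files do not pair these identifiers with gene names.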
